# *Bacillus amyloliquefaciens* MBI600 differentially induces tomato defense signaling pathways depending on plant part and dose of application

**DOI:** 10.1038/s41598-019-55645-2

**Published:** 2019-12-13

**Authors:** Anastasia Dimopoulou, Ioannis Theologidis, Burghard Liebmann, Kriton Kalantidis, Nikon Vassilakos, Nicholas Skandalis

**Keywords:** Antimicrobials, Bacteria, Plant sciences, Plant hormones, Plant molecular biology, Plant signalling, Plant stress responses

## Abstract

The success of *Bacillus amyloliquefaciens* as a biological control agent relies on its ability to outgrow plant pathogens. It is also thought to interact with its plant host by inducing systemic resistance. In this study, the ability of *B*. *amyloliquefaciens* MBI600 to elicit defense (or other) responses in tomato seedlings and plants was assessed upon the expression of marker genes and transcriptomic analysis. Spray application of Serifel, a commercial formulation of MBI600, induced responses in a dose-dependent manner. Low dosage primed plant defense by activation of SA-responsive genes. Suggested dosage induced defense by mediating synergistic cross-talk between JA/ET and SA-signaling. Saturation of tomato roots or leaves with MBI600 elicitors activated JA/ET signaling at the expense of SA-mediated responses. The complex signaling network that is implicated in MBI600-tomato seedling interactions was mapped. MBI600 and flg22 (a bacterial flagellin peptide) elicitors induced, in a similar manner, biotic and abiotic stress responses by the coordinated activation of genes involved in JA/ET biosynthesis as well as hormone and redox signaling. This is the first study to suggest the activation of plant defense following the application of a commercial microbial formulation under conditions of greenhouse crop production.

## Introduction

*Bacillus amyloliquefaciens* strains are used commercially as biological control agents (BCAs) that suppress plant pathogens^1^. Their mode of action involves synthesis and secretion of secondary metabolites with antibiotic function; also competition for nutrients and root colonization^2^. Proliferation on root surfaces prevents the entry of phytopathogens but also initiates interactions with the plant host that trigger defense mechanisms^3^.

It is known that plants respond to attack by inducing two distinct defense mechanisms, the systemic acquired resistance (SAR) and the induced systemic resistance (ISR)^4–6^. Both are effective against multiple but different types of pathogens^7^. The two defense mechanisms use different pathways of plant metabolism; SAR requires the synthesis of salicylic acid (SA), which in turn triggers the expression of a well-known set of Pathogen-Related (PR) genes^8,9^, while ISR is dependent on jasmonic acid (JA) and ethylene (ET) signaling pathways^10,11^. The interplay between SA and JA responsive pathways involves synergism or antagonism which allows plant hosts to prioritize them, depending on the sequence and type of attackers encountered^12–14^. A major constituent of this hormonal networking is ET that can act both positively and negatively on plant immunity, by suppressing SA-responsive signaling pathways while activating their JA-responsive counterparts and vice versa^15^. Apart from these three major defense hormones, abscisic acid (ABA), auxin, gibberellins (GAs) and cytokinins also function, in synergy or antagonism, as secondary regulators of the plant immunity network^16–19^.

Since the early 1990s, activation of ISR by plant growth-promoting rhizobacteria (PGPR) has been investigated as a possible practical way to use induced resistance in agriculture^20^. *Arabidopsis thaliana* plants, when treated with PGPR are thought to respond with the induction of ISR via the JA/ET – NPR1 dependent signaling pathway while SA is gradually suppressed by this synergistic action^21^. In support, *Bacillus amyloliquefaciens* FZB42 was able to enhance the expression of defense marker genes such as *pr1* (SA marker gene) and *pdf1*.*2* (JA/ET marker gene) in lettuce plants exposed only to FZB42, while the simultaneous presence of FZB42 and the lettuce pathogen *Rhizoctonia solani* still activated *pdf1*.*2* but *pr1* expression levels were lower compared to the FZB42 treatment^22^. It was suggested that both SA and ET signaling pathways are responsive, at first, to the synergistic activation of JA/ET signaling pathways, of which SA signaling is suppressed upon pathogen attack. Inoculation of *Arabidopsis* plantlets with *Bacillus subtilis* FB17 also induced *pdf1*.*2* and *pr1* transcript levels^23^. Despite the accumulating knowledge on PGPR-mediated induction of resistance responses, little is known about the ability of commercial formulations of BCAs (containing dormant cells or endospores) to elicit plant defenses following root or leaf treatment. Moreover, the signaling network that is involved at the BCA-mediated induction of defense responses in real crop production conditions remain to be elucidated.

In this study, based on previous findings suggesting induction of tomato resistance to viral pathogens by *B*. *amyloliquefaciens* subsp. *plantarum* MBI600^24^, we thoroughly investigated the activation of tomato defense mechanisms by Serifel, a commercial formulation containing MBI600 endospores, with confirmed fungicidal and bactericidal functions. The induction and interplay of ISR and SAR, activated by the presence of MBI600 in tomato rhizosphere or phyllosphere was predicted based on the up-regulation of a total of 8 salicylic acid, jasmonic acid or ethylene-responsive marker genes. Activation was assessed, using real-time qPCR, at 10 time points following drench or spray application of 4-week-old tomato plants. The use of increasing concentrations of MBI600 in application schemes revealed that synergy or antagonism between ISR and SAR signaling pathways depends on the abundance of microbial elicitors perceived. To confirm this, we saturated the leaf and root surface with such elicitors, in the form of an MBI600 cell-free culture filtrate (CFCF). The transcriptome of tomato seedlings treated with CFCF was analyzed and significant differentiation of regulation of 24 genes was confirmed using qRT-PCR. Some of these genes are identified for the first time in PGPR-plant interactions. A pathway analysis of early and late responses allowed the suggestion of a signaling network that is triggered by MBI600-tomato seedling interactions.

## Results

### Seedling root treatment with MBI600 elicitors activates ISR

Expression analysis of a series of ISR or SAR marker genes following drench application of Serifel on tomato plants suggested a mild effect on the activation of immune responses (Supplementary Fig. S1). Results exhibited an early response of both *pr1b1* and *loxD* transcription levels at 3 days post application (dpa) compared to control treatment and a significant up-regulation of *loxD* transcription levels at 10 dpa. No significant differences were observed among treatments on the expression levels of the rest of the genes.

A similar analysis was performed following drench application of seedlings with MBI600 CFCF to maximize root contact with MBI600 elicitors; flg22 and water-LB treatment served as positive and negative controls, respectively (see Methods). Results (Fig. 1, Supplementary Table S2) showed that *erf1* transcripts gradually increased over time in both cases of MBI600 CFCF and flg22 compared to negative control whereas *loxD* transcripts peaked at 2 hours post application (hpa) and were then gradually decreased but remained in higher levels than those of negative control treatment at all time points. Expression trends were similar in the case of flg22. The CFCF effect on *loxD* expression was comparable to that of the flg22. Similarly, *pti5* transcript levels increased early after CFCF application (2 h) and remained elevated at 6 and 24 hpa, compared to negative control. Up-regulation of *pr1b1* transcriptional levels occurred late (24 hpa) in the case of CFCF and early in the case of flg22, compared to negative control. Expression levels of *myc2* were significantly increased early (2 h) after CFCF application, while *npr1* showed the same trend at 2 hpa, but comparisons were not statistically significant. No significant differences were observed among treatments in the expression levels of *apx1* and *eds1* genes.

**Figure 1:**
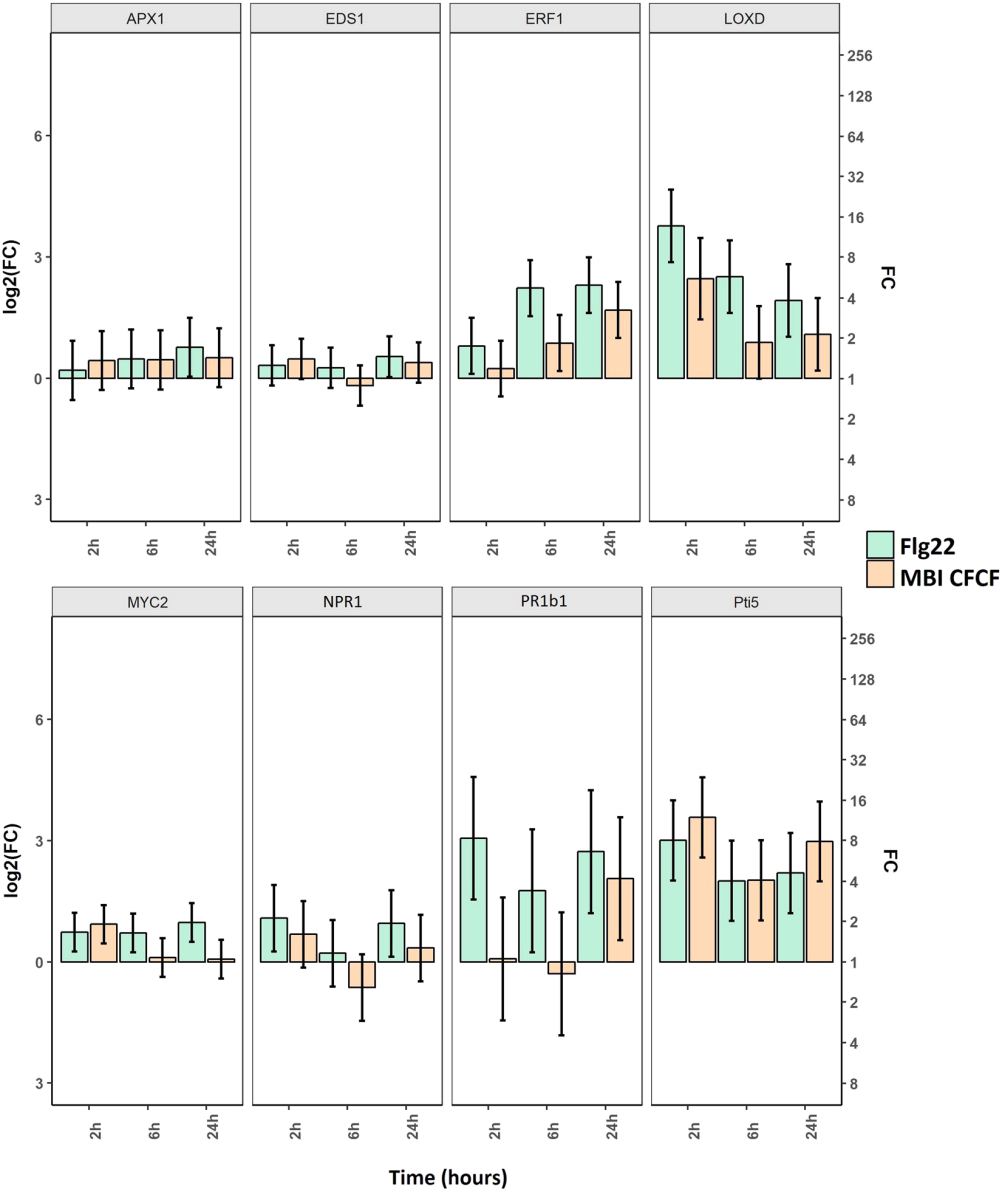
Expression levels of selected defense genes (*apx1*, ascorbate peroxidase 1; *eds1*, enhanced diseased susceptibility 1; *erf1*, ethylene response factor 1; *loxD*, lipoxygenase D; *myc2* transcription factor; *npr1*, non-expressor of PR 1; *pr1b1*, pathogenesis-related leaf protein 6 and *Pti5*, Pto-interacting protein 5) in response to MBI600 CFCF (or flg22) root application on tomato seedlings. Fold change (FC) represents the relative difference in expression between each treatment and control (LB + MS). Triplicates of pools of two individual seedlings were analyzed and the results of three combined experiments are presented. *UBI3* was used as a reference gene. Bars indicate the 95% confidence interval (2*SE). Estimates whose confidence interval includes the baseline value 0 (1 in fold-change scale) are not significantly different from control at α = 5%.

For further investigation of interactions that occurred between MBI600 elicitors and roots of tomato plants, a transcriptomic analysis was performed on the same seedling samples. 

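The arrays measured seedlings that were 15 days old, in 3 treatments at 6 and 24 h with 2 biological replicates each, which gave 12 arrays in 6 groups. Each replicate was RNA from a pool of 2 seedlings. MBI600 CFCF, the cell-free culture filtrate of the bacterium, was given at 20% of the volume, and flg22, a peptide of bacterial flagellin that served as the positive control, at 1 µM. The methods describe the negative control as LB with MS medium, whereas the sample labels give water. The description in the methods is used here. By it the control held LB, and no LB is described for flg22, so these groups may also differ in medium. The arrays were 2-colour Agilent tomato arrays, and the labelled seedling sample was read in the green (Cy3) channel. What was hybridized in the red (Cy5) channel is not given in the sources used here, so the green channel alone was fitted, as the methods describe for the single-channel analysis, and the red channel served for checks. The arrays lay on 3 slides of 4 arrays each, and the slides did not hold every group. Both control arrays at 6 h lay on slides 2 and 3, for example, and the flg22 arrays at 6 h on slides 1 and 3. Each array had 43803 spots that were not control spots, which stood for 43603 distinct probes. Between 30580 and 35796 of these spots per array (69.8% to 81.7%) were well above background, and 0 were saturated. The authors' deposited values were log2 intensities, and normexp background correction with an offset of 50 and quantile normalization of the green median intensities gave every one of them again to within 5e-09. Replicate arrays of a group correlated across probes with Pearson's r from 0.970 to 0.993, probes not being independent replicates. The spread between replicates differed between groups. The SD per array was 0.22 (log2) for MBI600 CFCF at 24 h, 0.30 for the control at 24 h, 0.31 for flg22 at 6 h, 0.43 for MBI600 CFCF at 6 h, 0.46 for the control at 6 h and 0.49 for flg22 at 24 h. With 2 arrays per group, the number of arrays limits the precision of every fold change.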

Each sample (flg22_6h or flg22_24 h, MBI_6h or MBI_24h, control_6h or control_24h), yielded at least 100 genes that were differentially expressed and selected based on P. values of comparisons between treatments and controls (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE123589). 

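Each treatment was compared with the control of the same time in limma, with all 12 arrays in a single fit and an empirical Bayes test. The methods join both thresholds, an adjusted p of 0.1 (Benjamini-Hochberg) and a log2 fold change of 2 in either direction, by "or". Probes that passed both are called here, and each threshold alone is given beside them. MBI600 CFCF at 6 h had 0 called probes, with 1104 probes at an unadjusted p under 0.05 and a smallest adjusted p of 0.855. The fit of the green to red ratio and the fit with the slide as a term also called 0, and the fit with a trended, robust empirical Bayes step called 1. MBI600 CFCF at 24 h had 2 called probes (2699 at an unadjusted p under 0.05), flg22 at 6 h had 83 (2110) and flg22 at 24 h had 1 (2652). The 83 probes stood for 65 sequence names. At the adjusted p alone, 0, 2, 175 and 4 probes passed in the same order, and at the log2 fold change alone 25, 28, 144 and 90. Leaving aside the thresholds, the scanner's own processed signal, scaled to the 75th percentile of each array, moved the counts of flg22 by the most probes, to 169 at 6 h and 45 at 24 h. A fit of only the 2 groups compared called 0 probes in all 4 comparisons. With the slide as a term, the counts were 0, 0, 40 and 3, and 36 of the 40 were among the 83. The counts also rested on single arrays. For flg22 at 6 h the count was 14 without control replicate 1, 19 without flg22 replicate 1, 52 without control replicate 2 and 109 without flg22 replicate 2. For flg22 at 24 h it was 0 without either control array, 5 without flg22 replicate 1 and 2 without flg22 replicate 2. For MBI600 CFCF at 24 h it was 0 without either control array or without treated replicate 1, and 5 without treated replicate 2. For MBI600 CFCF at 6 h it was 1 without treated replicate 1. Such fits assume that a lone array varies like the arrays of the other groups.

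The sequences behind most probes are not paired with gene names in the sources used here, so probes are given by their identifier. At 24 h of MBI600 CFCF, the called probes were A_96_P083829, with a log2 fold change of 3.83 (standard error 0.31, adjusted p = 0.0566 from limma), and A_96_P128967, with 2.55 (standard error 0.22, adjusted p = 0.0566). Both treated arrays lay above both control arrays for each, and A_96_P128967 was well above background on 1 of 2 control arrays. With the slide as a term these fold changes were 3.98 and 2.65, and from the ratio 3.62 and 1.87, and neither probe was called in these fits. From the processed signal A_96_P128967 rose by 5.81, without being called. Both lost their call without either control array (3.88 and 3.79 for A_96_P083829, 2.69 and 2.41 for A_96_P128967) and without treated replicate 1 (3.43 and 2.26). At 6 h of flg22, A_96_P163535 had the largest log2 fold change, 7.31 (standard error 0.99, adjusted p = 0.0407), followed by A_96_P179565 with 7.24. Both carry the same sequence name, as does the probe with the next largest rise (7.06), so they do not stand for separate sequences. Their order was not settled. It was reversed with the slide as a term (6.62 and 6.67) and from the processed signal (8.11 and 8.37), for example. The largest falls were in A_96_P160186, with -2.95 (standard error 0.38, adjusted p = 0.037), and A_96_P160361, with -2.63. A_96_P163535 was not called without flg22 replicate 1 (6.72) or without control replicate 1 (6.80) or 2 (7.83), and A_96_P160186 was not called with any of the 4 arrays left out (-3.02 to -2.88). At 24 h of flg22, A_96_P085004 rose by 3.08 (standard error 0.29, adjusted p = 0.0632), from a mean log2 signal of 7.39 to 10.5, and was not called with any of the 4 arrays left out (2.95 to 3.22).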

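Both probes called for MBI600 CFCF at 24 h lay above the control, a share too small to describe a direction (exact 95% confidence interval of the share 15.8% to 100%). At 6 h no share was defined, since no probe was called. Among the probes past the log2 fold change alone, 23 of 25 (92.0%) were higher than the control at 6 h and 25 of 28 (89.3%) at 24 h. Between arrays of the same slide, the share differed from slide to slide. At 6 h, 92.3% of 13 probes past a log2 difference of 2 were higher on slide 2 and 53.6% of 181 on slide 3. At 24 h, 65.3% of 49 were higher on slide 1, and the other slides did not hold both groups.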

The 74% or 57% of these genes were up-regulated, in the case of MBI_6h or MBI_24h samples. 

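Of the 83 probes called for flg22 at 6 h, 77 were higher and 6 lower than the control, a share of 92.8% (exact 95% confidence interval 84.9% to 97.3%). The share was 94.9% of those past the adjusted p alone and 94.4% of those past the fold change alone. From the scanner's processed signal it was 89.9% of 169 probes. It was 100% with the slide as a term, and 100% with each of the 4 arrays left out in turn, with 14 (without control replicate 1) to 109 (without flg22 replicate 2) probes called. Within slide 3, which held both groups, 83.3% of 132 probes past a log2 difference of 2 were higher with flg22, and all 83 called probes had the sign of the fit. That sign was fixed in advance, since for each of the 83 both flg22 arrays lay on the same side of both control arrays. The single probe called for flg22 at 24 h was higher (exact 95% confidence interval of the share 2.5% to 100%). Past the fold change alone, 79 of 90 probes (87.8%) were higher at 24 h. Other scalings called more probes there, with 77.8% of 45 higher from the scanner's processed signal and 68.0% of 25 with a normexp offset of 16. Past a log2 difference of 2 within a slide, 78.7% of 141 were higher on slide 1 and 86.8% of 121 on slide 2. The difference between both treatments was also tested directly. At 6 h, 46 probes were called between MBI600 CFCF and flg22, 43 of them lower with MBI600 CFCF, and at 24 h 3 probes, 1 of them lower. Past the fold change alone, 6 of 132 (4.55%) were higher with MBI600 CFCF at 6 h and 6 of 48 (12.5%) at 24 h. The count at 6 h was 16 with the slide as a term, 12 without flg22 replicate 1 and 7 without MBI600 CFCF replicate 1. The count at 24 h was 0 with the slide as a term or without MBI600 CFCF replicate 1, 1 without flg22 replicate 2 and 6 without MBI600 CFCF replicate 2.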

Respective numbers were 95% and 65% in the case of flg22_6h or flg22_24h (Supplementary Fig. S2). This analysis was used as a guideline for the selection of 16 differentially expressed genes (further to the 8 markers), favoring up-regulated genes that are implicated in hormonal responsive signaling or biosynthesis. 

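All 8 markers and 5 of the 16 selected genes of Table S1 were matched to probes by their names in the gene table, *lapA* standing for both LAPA1 and LAPA2, which gave 14 genes. The other 11 selected genes were not matched and are not analysed here. A single probe per gene, the one with the highest mean signal, stands for each. Over all probes tested, 0, 0, 1 and 0 of the 14 genes had an adjusted p under 0.1 (MBI600 CFCF at 6 h, at 24 h, flg22 at 6 h, at 24 h), and adjusted over the list alone 1, 2, 5 and 7. The study chose 6 of the 14 on these samples, so the latter counts are not independent evidence. The markers higher than the control numbered 3, 6, 7 and 8 of 8 in the same order. For 3, 5, 3 and 7 of them both treated arrays lay above both control arrays, which chance alone gives for 1 gene in 6. The marker PR1b1 had the largest change of the markers, 4.58 at 24 h of MBI600 CFCF (standard error 0.82, adjusted p = 0.677 from limma, 0.00724 adjusted over the list alone), with a mean log2 signal of 14.3 ± 0.80 (SD, n = 2) against 9.73 ± 0.47. With the trended, robust empirical Bayes step PR1b1 was called at 24 h of MBI600 CFCF (adjusted p = 0.099). At 24 h of flg22 its change was 3.11 (adjusted p = 0.5, over the list alone 0.0248). PTI5 rose by 1.84 at 24 h of flg22 (standard error 0.42, adjusted p = 0.398, over the list alone 0.0194), and LOXD by 1.30 at 6 h and 1.18 at 24 h (standard error 0.41, adjusted p = 0.6 and 0.661). The LOXD value at 6 h rested on single control arrays, with 0.57 without control replicate 1 and 2.04 without control replicate 2, where it was called, and it was 0.45 within slide 3. The other markers changed by less than 1 log2 unit with flg22. The direction of several of the small changes was not settled. That of APX1 differed under the fit of the ratio at both times of MBI600 CFCF (0.05 and -0.15, against -0.11 and 0.16) and with the slide as a term at 6 h of flg22 (-0.06 against 0.07), and LOXD at 24 h of MBI600 CFCF was 0.12, and -0.04 with the slide as a term. LOXD at 6 h of MBI600 CFCF was -0.65, with 0.08 without control replicate 2, -1.38 without control replicate 1, 0.34 within slide 2 and -1.64 within slide 3. PR1b1 at 6 h of flg22 changed by 0.96, by -0.19 without control replicate 2 and by 2.11 without control replicate 1. At 6 h of MBI600 CFCF PR1b1 rose by 2.06, by 0.91 without control replicate 2 and by 3.2 without control replicate 1. All 6 of its probes were higher there, and PTI5 rose by 0.98. Directly compared at 6 h, LOXD was lower with MBI600 CFCF than with flg22 by -1.95 (adjusted p = 0.216, over the list alone 0.00891) and MYC2 by -0.80 (adjusted p = 0.178, over the list alone 0.00891). A difference between 6 and 24 h in either treatment's effect, tested as an interaction in limma, passed an adjusted p of 0.1 for 0 of the 14 genes. Of these tests the smallest unadjusted p was 0.0531. The reference gene UBI3 changed by -0.64 at 24 h of flg22 (standard error 0.24, adjusted p = 0.727), and by -0.32 without flg22 replicate 1. The paper took the array comparisons as a guideline for which genes to measure further.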

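Of the 6 selected genes matched to probes (ACO1, CEVI19, LAPA1, LAPA2, P69B and TD2), 5 were higher than the control by the probe used with MBI600 CFCF at 6 h, 5 at 24 h, 6 with flg22 at 6 h and 5 at 24 h. For 3, 5, 4 and 4 of them both treated arrays lay above both control arrays. LAPA1, a leucine aminopeptidase gene, was the only gene called by the probe used, with a log2 fold change of 6.28 at 6 h of flg22 (standard error 1.02, adjusted p = 0.0753 from limma) and mean log2 signals of 15.5 ± 1.37 (SD, n = 2) with flg22 and 9.22 ± 1.59 in the control. Within slide 3 it was 4.19, with the slide as a term 5.40, and it was not called without flg22 replicate 1 (5.31), control replicate 1 (5.15) or control replicate 2 (7.40), without background subtraction (6.18), or with only the 2 groups compared (6.28). Other LAPA1 probes were called there with 3.77 (adjusted p = 0.0687) and 4.42 (adjusted p = 0.0691). Its fold change with MBI600 CFCF was 1.87 at 6 h (adjusted p = 0.948), and 0.74 without control replicate 1, 0.93 without MBI600 CFCF replicate 2, 2.81 without MBI600 CFCF replicate 1 and 2.99 without control replicate 2. TD2, a threonine deaminase gene, changed by 5.72 at 6 h of flg22 (standard error 1.20, adjusted p = 0.202) and was called there from the ratio of both channels and in 4 more alternatives. Other TD2 probes were called in the same comparison with 5.69 (adjusted p = 0.0528) and 5.43 (adjusted p = 0.089). ACO1, which encodes an ethylene biosynthesis enzyme, rose by 2.32 at 6 h of MBI600 CFCF (standard error 0.54, adjusted p = 0.948, and 0.0363 adjusted over the list alone), from 9.10 ± 0.06 to 11.4 ± 0.16. At 24 h its change was 1.84 with MBI600 CFCF (adjusted p = 0.733) and 2.30 with flg22 (adjusted p = 0.424), and flg22 replicate 1 left out brought it past both thresholds (3.33), whereas it was 1.27 without flg22 replicate 2. P69B, a subtilisin-like protease gene, rose by 2.43 at both times of MBI600 CFCF (standard error 0.90, adjusted p = 0.948 and 0.733). With flg22 at 24 h its change of 1.16 was -0.39 without flg22 replicate 2 and 2.71 without flg22 replicate 1. CEVI19 was higher at 6 h (0.38 with MBI600 CFCF, 0.37 with flg22) and lower at 24 h (-0.40, adjusted p = 0.737, and -0.45, adjusted p = 0.938), each less than 2 standard errors from 0. With single arrays left out, the values at 6 h ranged from 0.08 to 0.69 (MBI600 CFCF) and from 0.147 to 0.595 (flg22). Those at 24 h ranged from -0.57 to -0.23 and from -0.67 to -0.22. Other CEVI19 probes did not all share the fall at 24 h. Of its 5 probes, 4 were higher than the control at that time with MBI600 CFCF (highest 0.18) and 1 with flg22. LAPA2 changed by less than 0.50 in each comparison with the control by the probe used, and its sign at 6 h of flg22 was not settled (0.04, and -0.04 with the slide as a term). LAPA1 and LAPA2, and P69B within its family, are similar in sequence to other genes, and cross-hybridization between them was not tested. A polyphenol oxidase name was carried by 3 genes of the table, 2 of them on the array, so it was left out. Over the 27 probes of the 6 genes, the mean log2 fold change was 1.01 at 6 h and 0.48 at 24 h of MBI600 CFCF, and 2.04 at 6 h and 1.09 at 24 h of flg22, and the medians were 1.06, 0.21, 0.77 and 0.67. As a set tested with fry in limma, adjusted over 6 comparisons, they differed from the control at 6 h of flg22 (adjusted p = 0.0202). For the other comparisons the adjusted p was 0.127 (MBI600 CFCF at 6 h), 0.283 (at 24 h) and 0.127 (flg22 at 24 h). The unadjusted fry p for MBI600 CFCF at 6 h was 0.045, and the set passed 0.05 without treated replicate 1 but not without treated replicate 2 (mean 0.59) or control replicate 1 (0.80) or 2 (1.22). The camera test with its preset correlation gave an adjusted p from 7.86e-16 to 0.00179 in all 4. With the correlation estimated from the arrays (0.17), the unadjusted p of MBI600 CFCF at 6 h (0.0288) and flg22 at 6 h (0.00739) stayed under 0.05, and those at 24 h (0.179 and 0.0669) did not. The study chose these genes on these arrays, so the set tests are not independent evidence.

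**Figure D1:**
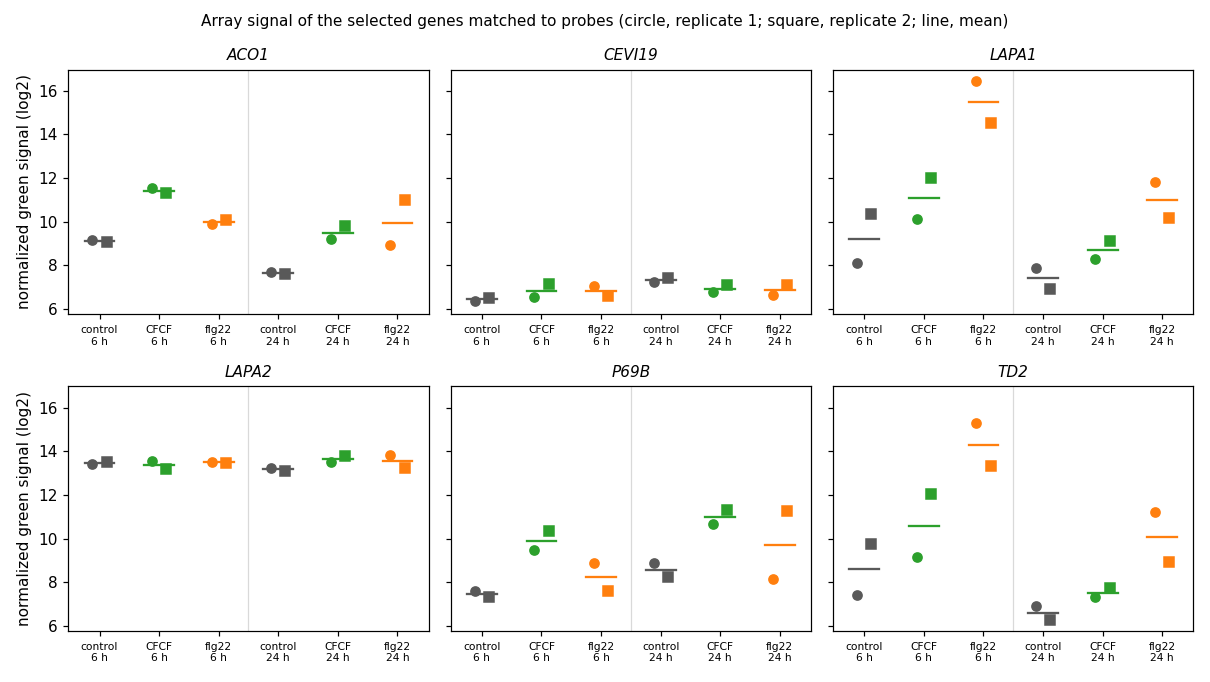
Normalized green signal (log2) of the 6 selected genes matched to probes, by treatment and time, with a circle for replicate 1, a square for replicate 2 and a line at the mean. LAPA1 with flg22 at 6 h sits at 16.5 and 14.5, above the control at 8.10 and 10.4, and LAPA2 stays between 13.1 and 13.8 in all groups.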

Consistent with the microarray results, the expression analysis of all 16 genes showed elevated transcription levels following both MBI600 CFCF or flg22 treatments, in comparison to control treatment 6 and 24h (Fig. 2, Supplementary Table S2). In detail, transcriptional levels of *cevi19*, *DrTi*, *Pin2*, *NBS*-*LRR* and *ppo* exhibited a concave uptrend with peak values at 2 and 24 h while minimums were observed at 6 h after MBI600 CFCF application. All peaks at 2 and 24 h were statistically different from negative controls. The same trend was observed for flg22 in higher levels than those of ΜΒΙ600 CFCF, except for *ppo* transcripts that peaked at 2 h and were then gradually reduced. A significant up-regulation was observed for *p69b* and *fad2* expression at 24 h after CFCF treatment while no differences were observed at 2 and 6 hpa compared to negative controls. Interestingly, *fad2* transcripts in flg22 samples were higher than those of the negative control at all time points counter to *p69b* where no differences were observed. Transcript levels of *aco1*, *exlb1*, *parA*, *gh3*.8, and *td2* genes were gradually increased over time reaching a peak at 24 h after MBI600 CFCF application. Flg22 reduced the expression of *aco1* and *parA* over time but at all time points the transcription levels were higher than those of the negative control. Moreover, expression of *glp4*, *lapA* and *pp2c* was peaked at 2 hpa; all comparisons to controls were significant. Expression was then gradually decreased and only *glp4* and *pp2c* transcript levels still remained higher than those of respective controls at 6 and 24 hpa. Finally, *pdf1*.2 expression showed no differences among treatments except for flg22 treated sample at 6 hpa, in which case transcripts were elevated.

**Figure 2:**
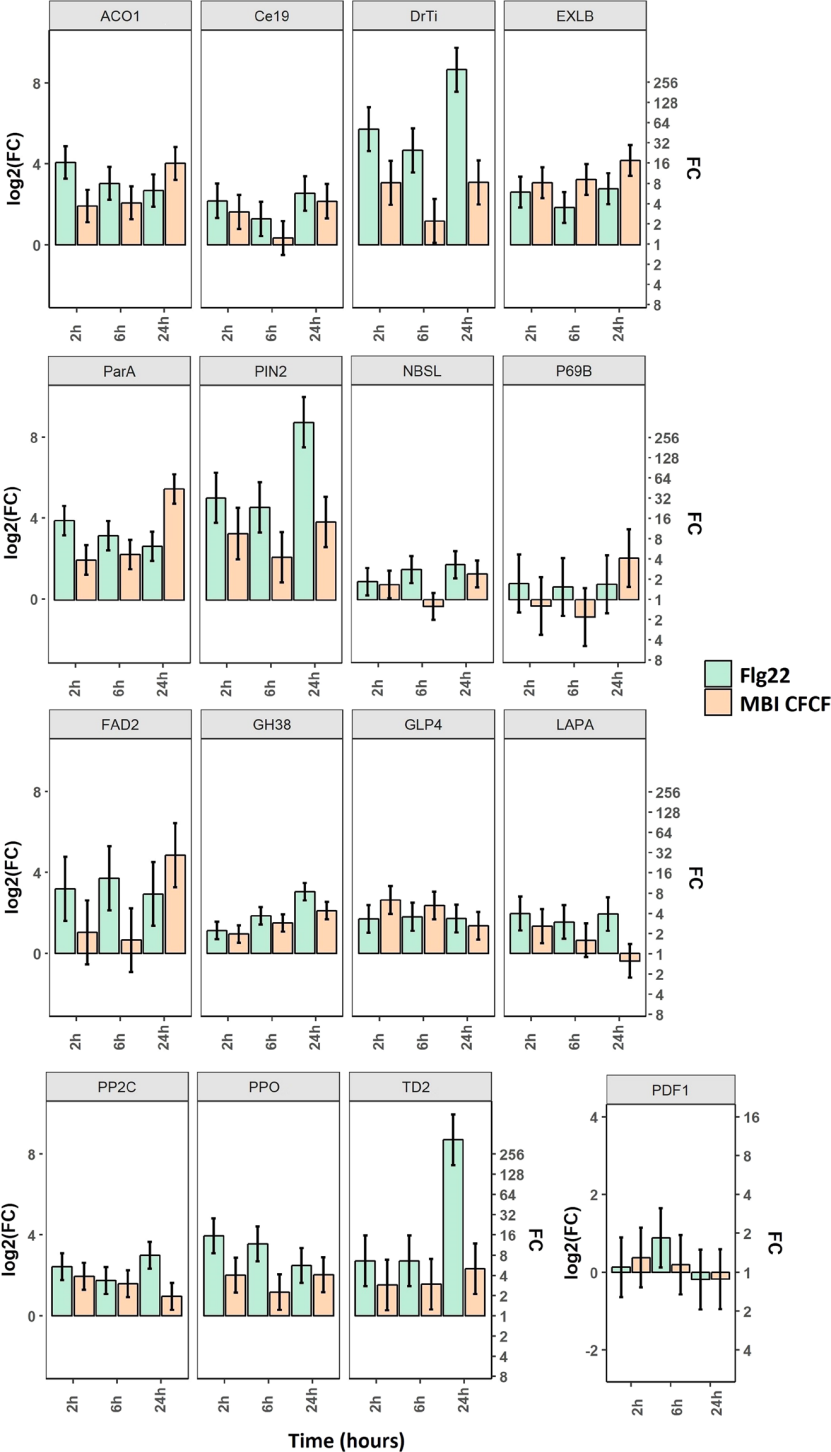
Expression levels of 16 genes (Supplementary Table S1) related to biotic and abiotic responses of tomato seedlings following root treatment drench with either MBI600 CFCF or flg22 1 μM. Triplicates of pools of two individual seedlings collected at 2, 6 and 24-hours post-treatment were analyzed and the results of three combined experiments are presented. Fold change (FC) represents the relative difference in expression between each treatment and control (LB + MS). *UBI3* was used as a reference gene. Bars indicate the 95% confidence interval (2*SE). Estimates whose confidence interval includes the baseline value 0 (1 in fold-change scale) are not significantly different from control at α = 5%.

### MBI600 elicitors triggered immune responses in leaf tissue

MBI600 elicitor perception by leaf receptors was also investigated following CFCF spray application of tomato plants. Expression analysis showed elevated *erf1*, *myc2* and *pti5* expression instantly (0 dpa) after MBI600 CFCF treatment (Fig. 3, Supplementary Table S2). At 1 dpa, only *eds1* and *loxD* transcripts were significantly higher than water treatment, whereas the same response was recorded for *npr1* transcripts but differences to water treatment were marginal. Late responses were observed at 4 dpa for *erf1* and *pr1b1* transcriptional levels which were significantly higher, reaching approximately a 2-fold increase compared to water treatment, in both cases. In contrast, *loxD* transcripts were significantly lower. Interestingly, at 7 dpa transcriptional levels of *eds1*, *loxD*, *myc2* and *npr1* genes were significantly lower, while *erf1*, *pr1b1*, and *pti5* showed no significant differences compared to water treatment. Finally, *apx1* transcripts were elevated only at 7 dpa.

**Figure 3:**
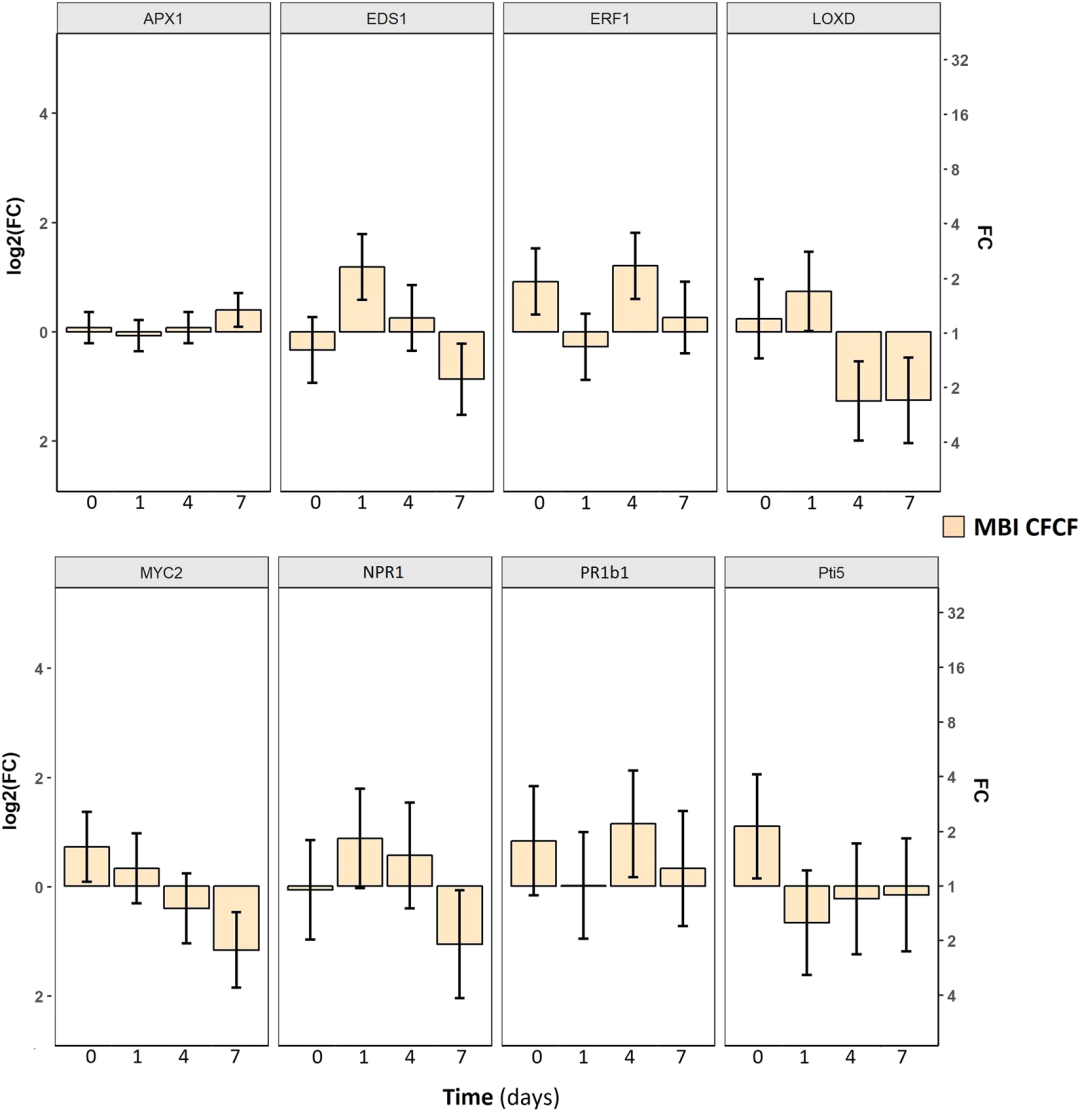
Effect of MBI600 CFCF foliar application on the transcriptional levels of selected defense genes (*apx1*, *eds1*, *erf1*, *loxD*, *myc2*, *npr1*, *pr1b1*, and *pti5*) in a duration of 7 days post application. Pools of four individual plants were analyzed and the results of two combined experiments are presented. Fold change (FC) represents the relative difference in expression between each treatment and water. *UBI3* was used as a reference gene. Bars indicate the 95% confidence interval (2*SE). Estimates whose confidence interval includes the baseline value 0 (1 in fold-change scale) are not significantly different from control at α = 5%.

### Serifel activated immune responses in a dose-dependent manner

Activation of marker genes of ISR and/or SAR following Serifel spray application was monitored based on qRT-PCR expression analysis (Fig. 4, Supplementary Table S2). Suggested versus low dosages and one versus two application schemes were compared for such effects. The low spraying dosage was equal to that suggested for drench application in order to compare root with leaf effects.

**Figure 4:**
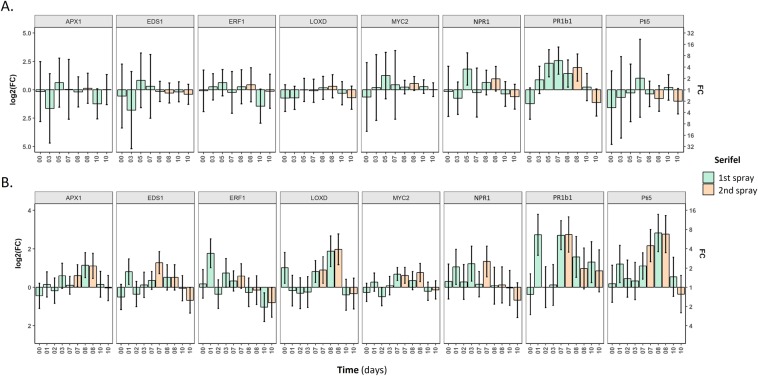
Expression levels of selected defense genes in response to Serifel foliar application. 4 weeks-old plants were treated twice by spraying with the. (**A**) Low dosage concentration 0.03 g/L. of Serifel or. (**B**) Suggested dosage concentration 1.25 g/L. in a 7-day interval. Pools of four individual plants were analyzed and the results of three combined experiments are presented. Fold change (FC) represents the relative difference in expression between each treatment and water. *UBI3* was used as a reference gene. Bars indicate the 95% confidence interval (2*SE). Estimates whose confidence interval includes the baseline value 0 (1 in fold-change scale) are not significantly different from control at α = 5%.

Application of low dosage of Serifel had a significant effect only on *npr1* and *pr1b1* expression levels at 5 dpa compared to control (Fig. 4A). While *npr1* expression was decreased over time, *pr1b1* expression was sustained at high levels until 8 dpa, with a 6-fold peak at 7 dpa. On the contrary, most marker genes were activated following application of Serifel at the suggested dosage (Fig. 4B). In detail, an early (1 dpa) and significant up-regulation was observed in the case of *eds1*, *erf1*, *npr1*, *pr1b1* and *pti5* genes which was followed by an instant (2 dpa) reduction in levels comparable to those of the control. A similar expression pattern occurred in the case of *loxD* immediately after application (0 dpa), while no early responses were observed in the case of *apx1* and *myc2*. At 3 dpa there was a significant up-regulation only for the *npr1* gene. At 7 dpa, expression of *loxD*, *myc2*, *pr1b1* and *pti5* was significantly up-regulated. Seven, 2.5 or 2-fold differences compared to control were calculated in the case of *pr1b1*, *loxD* or *myc2*, respectively. Expression levels of *loxD* and *pti5* remained high at 8 dpa while those of *pr1b1* and *myc2* were gradually reduced. A late response (8 dpa) was observed in the case of *apx1*. The only gene found activated at 10 dpa was *pr1b1*.

Concerning one versus two Serifel applications, expression levels of *eds1* and *npr1* were up-regulated instantly following the second application (7 dpa) in comparison to control and single application treatments (Fig. 4, Supplementary Table S2). In the case of *apx1*, transcripts remained at high levels at 8 dpa in contrast to *eds1* and *npr1* transcripts which were reduced. Finally, the two application schemes had a positive effect on *myc2* expression levels which remained at high levels compared to one application scheme and controls at 8 dpa. At 10 dpa, only *eds1* and *erf1* expression levels were significantly down-regulated; the former solely in the two application schemes, while the latter in both.

In addition to marker genes, the same leaf tissue was used to assess the activation of genes that were identified by seedling experiments but have not been previously associated with PGPR-plant interactions. *exlb1* was significantly down-regulated at 8 dpa while no significant differences in comparison to control were observed at the rest of the time points (Supplementary Fig. S3). *fad2l* demonstrated a marginal induction early (1 dpa) and a significant induction late (8 dpa) after Serifel application, when it reached a 6-fold increase compared to control. A mild activation of *gh3*.8 occurred following Serifel application but comparisons to control were not statistically significant at any time point. Transcription levels of *parA* were immediately elevated after Serifel application (0 dpa), reaching a peak at 1 dpa. The same trend was observed at 7 and 8 dpa. Finally, *pp2c* expression levels were down-regulated at 0 and 2 dpa, significantly up-regulated at 3 and 7 dpa, and down-regulated again at 10 dpa.

## Discussion

Local and systemic defense responses triggered by beneficial and parasitic microorganisms are controlled by a signaling network in which plant hormones play a dominant role^21^. In contrast to plant pathogens, beneficial microorganisms have been thought to trigger mild plant responses that do not overall affect the plant host transcriptome^25,26^ and contribute to priming rather than the actual induction of systemic defense^27^. This study investigated the ability of Serifel, a commercial formulation containing pure *B*. *amyloliquefaciens* MBI600 endospores (BASF SE), to activate stress signaling responses of tomato plants. Moreover, Serifel activated defense mechanisms in a dose-dependent manner: *npr1* and *pr1b1* genes were up-regulated by low exposure to BCAs, indicative of a mild activation of defense mechanisms whereas, most genes were activated when BCA cues exceed a certain threshold. Accordingly, Serifel drench application at a dosage equal to low spray application up-regulated only *loxd* gene while MBI600 CFCF drench application in seedlings, which maximized host perception of MBI600 elicitors, activated most genes, suggesting an induction of defense mechanisms.

Serifel spraying at a low dosage activated only a few SA-responsive genes (*npr1*, *pr1b1*) whereas use of suggested dosage resulted in the activation of all JA/ET-responsive genes assessed (*erf1*, *loxD*, *myc2*), while the SA signaling pathway was still active (*eds1*, *npr1*, *pr1b1*; Fig. 4). This suggests a synergy between SA and JA/ET – responsive pathways, which was confirmed in experiments using MBI600 CFCF. Moreover, the second Serifel application elevated the expression of SA-responsive genes, suggesting a priming effect on SAR rather than ISR responses. We have recently reporteda similar observation^24^.

To summarize and comprehend the results that were extracted from the expression analysis of the 24 genes described in Figs. 1 and 2, an overview of the various signaling pathways in which these genes are involved is demonstrated in Fig. 5. In addition to the hormonal network, it was revealed that MBI600 elicitors also activated genes that are directly or indirectly implicated in abiotic stress responses and pest tolerance. Metabolic changes that led to such events could be regulated by glutathione metabolism and redox signaling.

**Figure 5:**
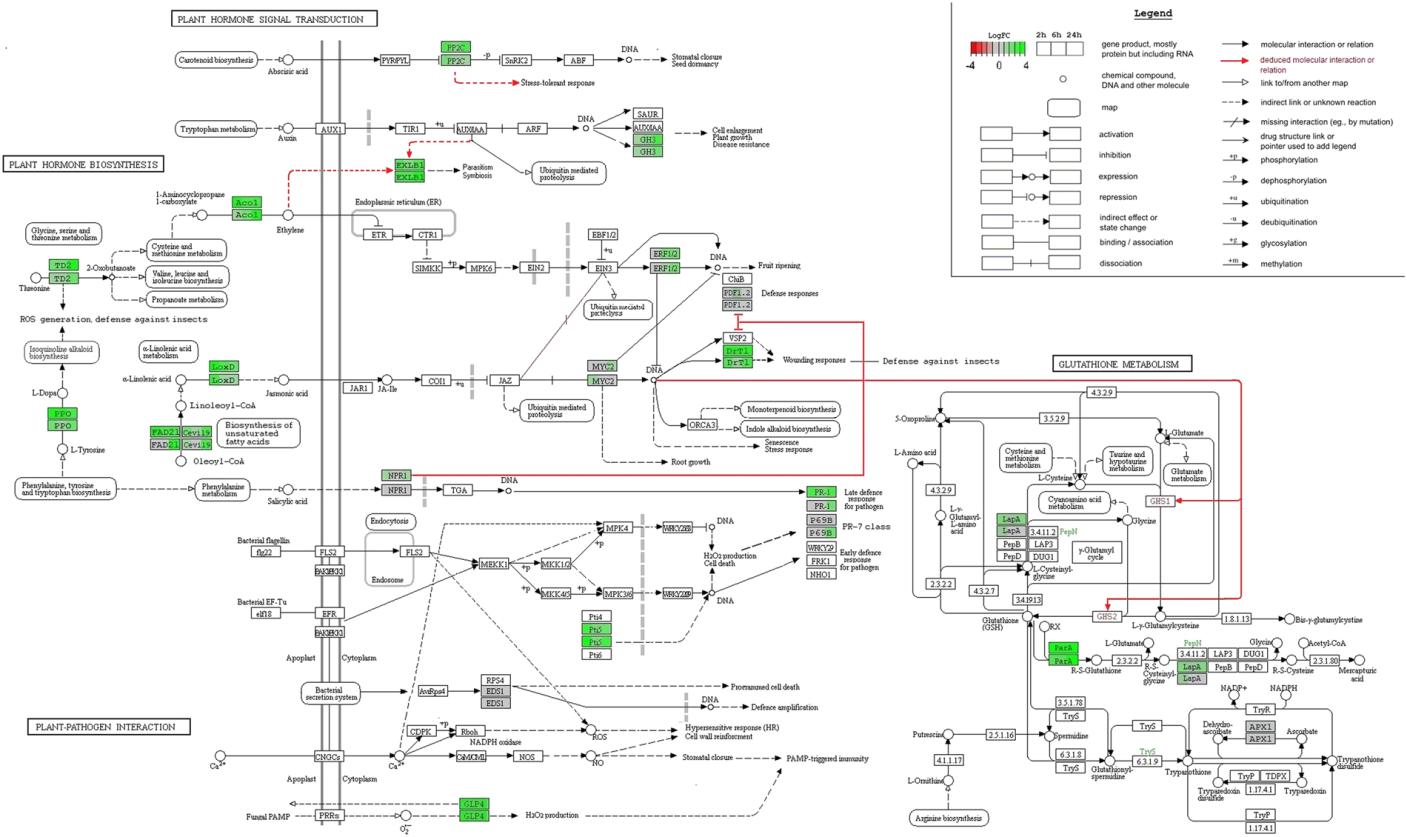
Pathway analysis of MBI600-tomato interactions. Log2 fold changes of gene expression level mapped onto several KEGG pathways^95–97^ by R package “Pathview”. Data included the qPCR estimates of all genes that were analyzed at 15 days-old tomato seedlings tissue (see Fig. 1 and Fig. 2). Target genes are described as boxes that have been divided into three sections and colored according to time points 2, 6 and 24 hpa and Log2FC scale respectively. Each gene consists of two boxes, the upper one refers to flg22 treatment while the lower to MBI600 CFCF treatment. The full names of genes are listed in Supplementary Table S1.

Concerning the hormonal network, MBI600 elicitors suppressed ABA and enhanced auxin signaling pathways. The suppression of ABA-mediated signaling was suggested by the activation of *pp2c*, a negative regulator of ABA^28,29^ that has been associated with cold and salt tolerance^30–32^. Auxin-mediated responses are implied by the activation of *gh3*.8 and *exlb1*. Timing of upregulation (24 hpa) was in accordance with the role of *gh3*.8 as a late auxin-responsive gene^33^ which regulates plant development^34^. This gene has been associated with enhanced disease resistance in rice through the suppression of auxin signaling and expression of expansins, in a SA and JA independent manner^35^. EXLB1, an expansin-like protein, is a member of a family of small cell wall proteins^36^ that have the ability to non-enzymatically trigger a pH-dependent relaxation of the cell wall thus enabling cell expansion^37^. Expansins affect water loss and thus drought, salinity, and heat tolerance^38–40^. The elevated abundance of *exlb1* transcripts, despite *gh3*.*8* upregulation, could be explained by the fact that expansins are not solely regulated by auxin but also ethylene^37^.

In fact, components of Jasmonic acid (JA) and ethylene (ET) biosynthesis and signaling pathways were activated by MBI600 elicitors. Elevated transcript of *aco1*, an ACC oxidase (ACO) that participates in the final step of ET biosynthesis^41^, indicated the activation of the ET signaling pathway. ET is thought to signal ISR, in synergy with JA during root colonization by PGPR^6,42,43^. Such signaling involves regulation of the ethylene-responsive factor 1 (*erf1*) which is rapidly activated by ET or JA but requires both signaling pathways^44^ and acts as a transcription factor for the regulation of genes responsive to biotic or abiotic stress^45^. ET and JA synergy was confirmed by the increased expression levels of *erf1* following MBI600 CFCF or flg22 application. Another ET responsive factor that was activated early after CFCF treatment was *pti5* which is implicated in resistance gene-mediated recognition of bacterial pathogens^46^, independently of SA, ET and JA^47^ and is thought to activate SA-induced PR genes but not ET-regulated genes^48^.

The fact that *erf1* is negatively regulated by ET and positively regulated by JA^49^ suggests that MBI600 CFCF balanced the ET effect by producing JA. Indeed, MBI600 CFCF treatment led to the up-regulation of genes involved in JA biosynthesis such as *loxD*, a *fad*2-like (FAD2-L) and *cevi19*, a homolog of the *Arabidopsis* gene *fad2* lacking the putative third transmembrane domain^50^. Tomato lipoxygenase D (*loxD*) constitutes one of the first identified marker genes of the JA pathway and mediates defense against fungal and bacterial pathogens^51,52^ as well as herbivore attack^53^. Upstream of *loxD*, at the oxylipins pathway, function the fatty acid desaturases (*fad2* and *cevi19*). Unsaturated fatty acids have been thought to participate in plant responses to biotic and abiotic stress^54,55^. MBI600 CFCF was found to induce late up-regulation (at 24 hpa) of *fad2l* and *cevi19* in tomato seedlings. Unsaturated fatty acid accumulation in plants has been associated with *Pseudomonas putida*-mediated resistance to *Botrytis cinerea*^56^ and is associated with *Bacillus* sp. for the first time in this work. Activation of the JA signaling pathway was suggested by the expression of *myc2* which was mildly activated, early after CFCF treatment. MYC2 is a bHLH (basic helix-loop-helix) transcription factor that regulates JA-dependent gene expression^57^ such as *loxD*, *td2*, *lapA*, *parA*, *drt1*, and *pr1b1*, all of which was activated following CFCF application. Leucine aminopeptidase A (*lapA*), is a positive regulator of late wound responses^58^ and its up-regulation has been associated with water deficit, salinity and herbivore defense^59,60^. Threonine Deaminase (TD) functions in the chloroplast to catalyze the committed step in the biosynthesis of isoleucine and is induced by the JA signaling pathway in response to wounding and herbivory^61–63^. The proteinase inhibitor gene *drTI* is a small protein that belongs to the Kunitz-type PIs^64^. Generally, it is present in high concentrations in storage tissues but its expression can be detectable in leaves in response to an attack by insects or pathogens^65^. A similar response following PGPR challenge is reported for the first time.

It was recently found that MYC2 binds to promoters of the glutathione biosynthetic enzymes in order to activate their transcription during JA-mediated reoxygenation^66,67^. In support, MBI600 CFCF induced genes involved at the glutathione metabolism, such as *parA* and *lapA*. *parA* encodes for a glutathione *S*-transferase that catalyzes the conjugation of tripeptide (γ-Glu-Cys-Gly) glutathione (GSH) to a variety of substrates such as endobiotic and xenobiotic compounds for the detoxification and its expression is induced in response to biotic stress^68^. The fact that *lapA* also participates at the same biosynthetic pathway, that of mercapturic acid, indicates an activation of xenobiotic detoxification following CFCF treatment. Previous reports on the role of MYC2 as a master regulator of JA signaling^69^ are confirmed in this study.

In contrast to leaf application, seedling drench with MBI600 did not affect SA-responsive genes targeted in this study. Non-expressor of PR genes 1 (*npr1*) is activated by SA and has a dual function. Inside the nucleus, it acts as a transcriptional co-activator of a large set of defense effectors, including the PR proteins. It also facilitates cross-talk between SA and JA/ET signaling pathways in the cytosol, by suppressing the transcription of JA-responsive gene^70,71^. In accordance with previous findings^72^, flg22-mediated activation of *npr1* led to elevated transcript levels of *pr1b1*, a basic member of Pathogenesis Related protein PR-1. On the contrary, transcript levels of *npr1* were not modified following MBI600 CFCF treatment. Moreover, expression of *eds1*, which mediates SA biosynthesis and downstream signaling of SA responsive genes^73^ was not affected by CFCF treatment. This suggests that activation of *pr1b1* by CFCF is SA-independent and could be ET-responsive. *Pdf1*.*2* is a plant defensin involved in plant innate immune responses^74,75^. Its expression is regulated by the ERF1 transcription factor which acts downstream of the intersection between ET and JA pathways^76,77^. MBI600 CFCF had no effect on *pdf1*.*2* transcript levels while a mild activation occurred after flg22 treatment. This might be a consequence of the JA/ET synergistic action in which MYC2 repressed the expression of *pdf1*.*2*^14^. In support, flg22 treatment resulted in the up-regulation of *npr1* at 2 and 24 hpa but not at 6 hpa. This corresponded to an up-regulation of JA-responsive *pdf1*.*2* at 6 hpa but not at 2 and 24 hpa, thus confirming the cytosolic function of NPR1.

MBI600 CFCF was also found to activate, possible through the plant stress hormone network, oxidative burst components. Genes *ppo* and *glp4* that are, directly or indirectly, involved in redox signaling were up-regulated following CFCF treatment. Expression patterns were similar to those that occurred following flg22 treatment. PPOs catalyze the production of quinones which might have an antibacterial role^78^. Germin and germin-like proteins (GLPs) have mainly superoxide dismutase activity^79,80^ and function in basal host resistance^81^. Interestingly, transcript levels of ascorbate peroxidase 1 (*apx1*), which participates at the antioxidative response that reduces H_2_O_2_^82^, were not affected by CFCF (or flg22). Expression of *p69b* at 24 hpa, could thus be attributed to H_2_O_2_ accumulation. P69B is one of 15 subtilisin-like proteases (subtilases) of tomato^83,84^ and has been previously reported to be induced upon pathogen attack^85^. Subtilisin was up-regulated late following CFCF (but not flg22) treatment and it coincided rather than preceded pr1 expression, as previously reported^86^.

This is the first study to report the ability of a commercial BCA formulation (Serifel) to induce plant defense mechanisms and to time the signaling events that occurred following drench or spray application of tomato plants. MBI600 elicitors were equally capable of inducing defense mechanisms, suggesting their perception root and leaf receptors. Induction of systemic resistance upon leaf-BCA interaction suggests that certain PGPRs also activate defense in the phyllosphere. This has been overlooked as research has been focused on aseptic PGPR-root systems. A secondary, indirect mode of action gives additional value to successful bio-fungicides of the rapidly growing biopesticide market.

## Methods

### Plant growth conditions

Tomato (*Solanum lycopersicum*) seeds were pre-germinated on moist potting soil under greenhouse conditions (25 °C and 16 h photoperiod). After 10 days, plantlets were transplanted into 9 cm square pots filled with a three-element (N-K-P) fertilizer compost and were left to grow for two more weeks or until the developmental stage of four real leaves before starting with experiments.

### Application of formulations and MBI600 CFCF

Serifel is a WP formulation containing 9.9% of MBI600 endospores as the only active ingredient; no MBI600 metabolites are included and the base material has no direct or indirect antimicrobial effect. Serifel was applied either by irrigation (drench) or spraying (foliar) twice with a 7-day interval. Dosage was adjusted based on label claims; drench suspension was adjusted to 30 mg/L water while spray suspension at 30 mg (low dosage) or 1.25 g (suggested dosage) of WP in 1 L water. A water treatment was used as a control. Each treatment plot included 12 plants and experiments were repeated three times. Sampling was performed at different time points (0, 1, 2, 3, 5, 7, 8 and 10 dpa) and every sample was a pool of 4 leaves of 4 different plants (3 samples per treatment). Samples were frozen in liquid nitrogen and stored at −80 °C. CFCF was extracted from an overnight culture of Bam 600 (OD600 1.2) after centrifugation at 3000 rpm for 15 min at 23 °C by filtration through 0.45 μm bacteriostatic filters (Sarstedt). CFCF or water (control) were applied in tomato plants by spraying. Sampling was performed at four-time points (0, 1, 4 and 7 dpa). Samples were a pool consisting of 4 leaves of 4 different plants (3 samples per treatment). Samples were frozen in liquid nitrogen and stored at −80 °C.

### Application of MBI600 CFCF in tomato seedlings

A modified version of Frei Dit Frey *et al*. protocol was used^87^. In brief, fifteen days after germination on agar plates containing 1 × MS medium (Duchefa), under controlled conditions, tomato seedlings were transferred to liquid MS (2 seedlings/2 mL of medium per well in 24-well-plates). Three hours after transfer, the medium was supplied with flg22 peptide (Eurogentec) to a final concentration of 1 μΜ or with MBI600 CFCF to 1/5 v/v volume. Control treatment consisted of a 1/5 v/v LB + MS solution. Plantlets were collected at different time points after treatment (2, 6 and 24 h), frozen in liquid nitrogen and stored at −80 °C. Three independent experiments were performed. Each experiment included 2 biological replicates per treatment and each replicate was a pool of two seedlings, yielding a total number of tested 108 seedlings.

### Gene expression and data analysis

Total RNA was extracted from each sample using TRI reagent (Ambion) according to the manufacturer’s instructions. All subsequent steps for transcriptional level analysis and RT-qPCR were performed as described before^88^. Transcript levels of the target genes were quantified relatively to ubiquitin^89^. Primer sequences are listed in Supplementary Table S1.

qPCR analysis was performed using the method described in Steibel *et al*.^90^. Ct values of each factor combination were fitted to LMMs as dependent variables while treatments, genes and their interactions comprised the fixed factors. Samples nested within treatment and experiment were the random effects of the models. Log fold change of any specific gene for every treatment relative to the control treatment and its confidence intervals were calculated by formulating the contrasts of the model estimates according to equation 5 of the report of Steibel *et al*.^90^. Estimates of the Ct values of the *Ubi3* gene were used as reference. In cases where multiple plates were needed for the coverage of all samples, multi-run calibration was implemented with the use of replicated template samples across respective runs^91^. After normalization, calibration samples were excluded from the analysis. R programming language (https://www.R-project.org/) was implemented for the whole analysis.

### Microarray and data analysis

Microarray experiments followed the Minimum Information about a Microarray Experiment guidelines for international standardization and quality control of microarray experiments^92^. Two independent biological replicates were implemented for each time point of the analysis (6 and 24 h). For each replicate, a pool of two tomato seedlings was used as a source for total RNA extraction using TRI reagent (Ambion, Inc.) according to the manufacturer’s instructions. Target preparation and Hybridization was performed as described in Katsarou *et al*.^93^ on a 4 × 44 K tomato array (Agilent Technologies G2519F-022270). Further processing and statistical analysis were performed in R language programming environment with the implementation of the *limma* package^94^, principally as single channel. Background correction was done using the *background Correct* function, specifying for *normexp* method at offset 50, while normalization between arrays was performed by *quantile* method. Differential expression was assessed by an empirical Bayes approach with cut-offs for the Benjamini–Hochberg FDR-corrected P-values or log2(FC) values at 0.1 or 2 respectively. Alternatively, in order to cross-check the number and identity of selected features, hybridization data were also processed by a dual-channel approach with *Aquantile* method implemented for normalization between arrays. Gene expression data have been uploaded to the Gene Expression Omnibus with accession number GSE123589.

## Supplementary information

Supplementary Infromation

# Supplementary material for: Bacillus amyloliquefaciens MBI600 differentially induces tomato defense signaling pathways depending on plant part and dose of application
**Source:** Sci Rep. 2019 Dec 13;9:19120. doi: 10.1038/s41598-019-55645-2
**Supplement:** Supplementary file 1 — Supplementary Infromation

# ***Bacillus amyloliquefaciens* MBI600 differentially induces tomato defense signaling pathways depending on plant part and dose of application**

**Anastasia Dimopoulou<sup>1,2</sup>, Ioannis Theologidis<sup>2</sup>, Burghard Liebmann<sup>3</sup>, Kriton Kalantidis<sup>1,2</sup>, Nikon Vassilakos<sup>2</sup>, Nicholas Skandalis<sup>2,4, \*</sup>**

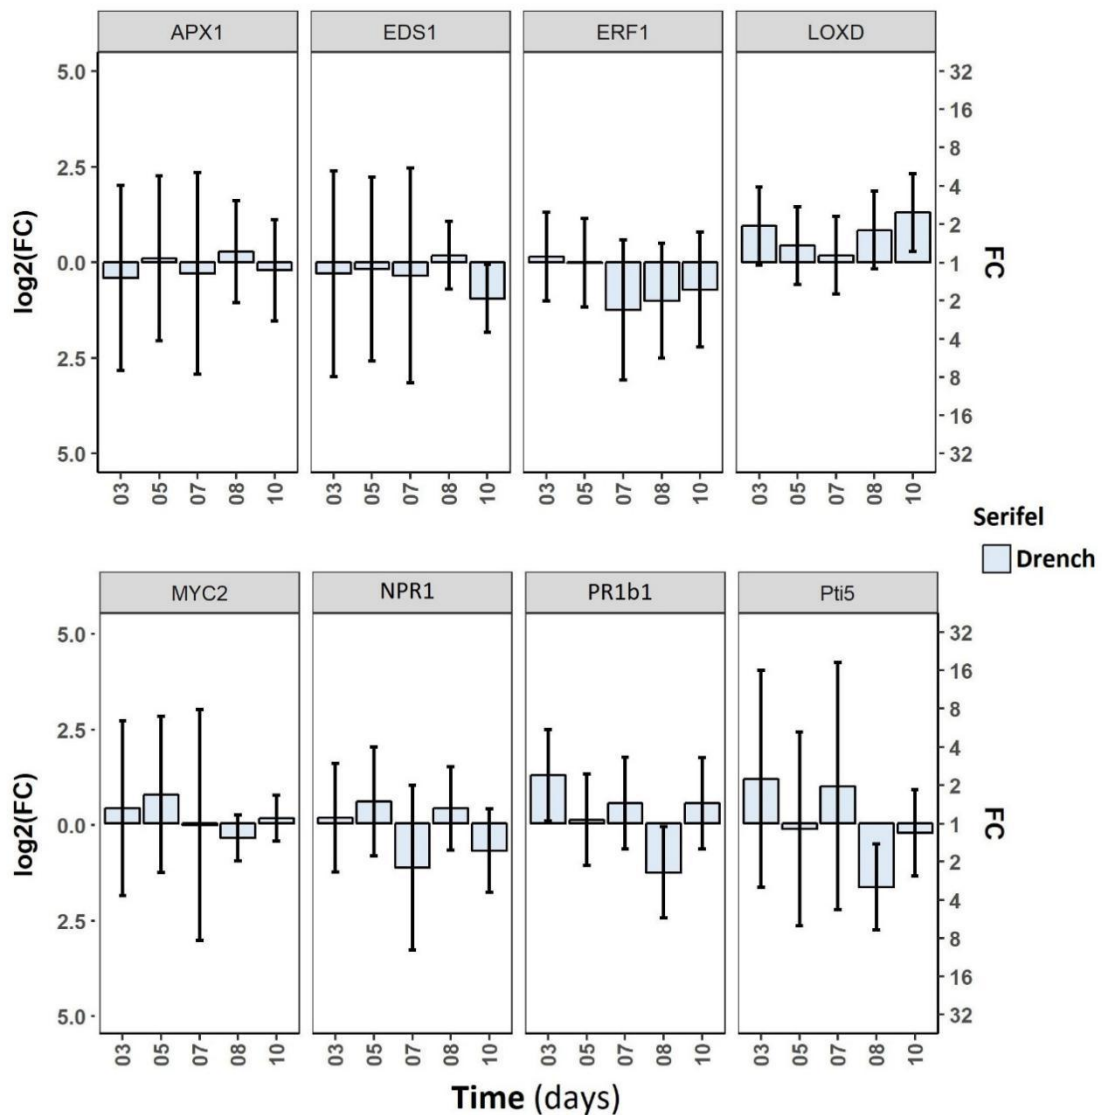

**Supplementary Figure S1.** Expression levels of defense-related marker genes of tomato plants in response to Serifel root application. 4 weeks-old plants were treated by drench with the suggested dosage of 0.03 g/L. of Serifel. Total RNA was extracted from leaf samples collected at 3, 5, 7, 8 and 10 dpa and used to perform RT-qPCR analysis using specific primers for eight defense genes Table S1.: 1. *apx1*, ascorbate peroxidase 1; 2. *eds1*, enhanced diseased susceptibility 1; 3. *erf1*, ethylene response factor 1; 4. *loxD*, lipoxygenase D; 5. *myc2* transcription factor; 6. *npr1*, non-expressor of PR 1; 7. *pr1b*, pathogenesis-related leaf protein 6 and 8. *pti5*, Pto-interacting protein 5. Fold change (FC) represents the relative difference in expression between each treatment and control (water). *UBI3* was used as a reference gene. Bars indicate the 95% confidence interval (2\*SE). Estimates whose confidence interval includes the baseline value 0 (1 in fold-change scale) are not significant from control at α=5%.

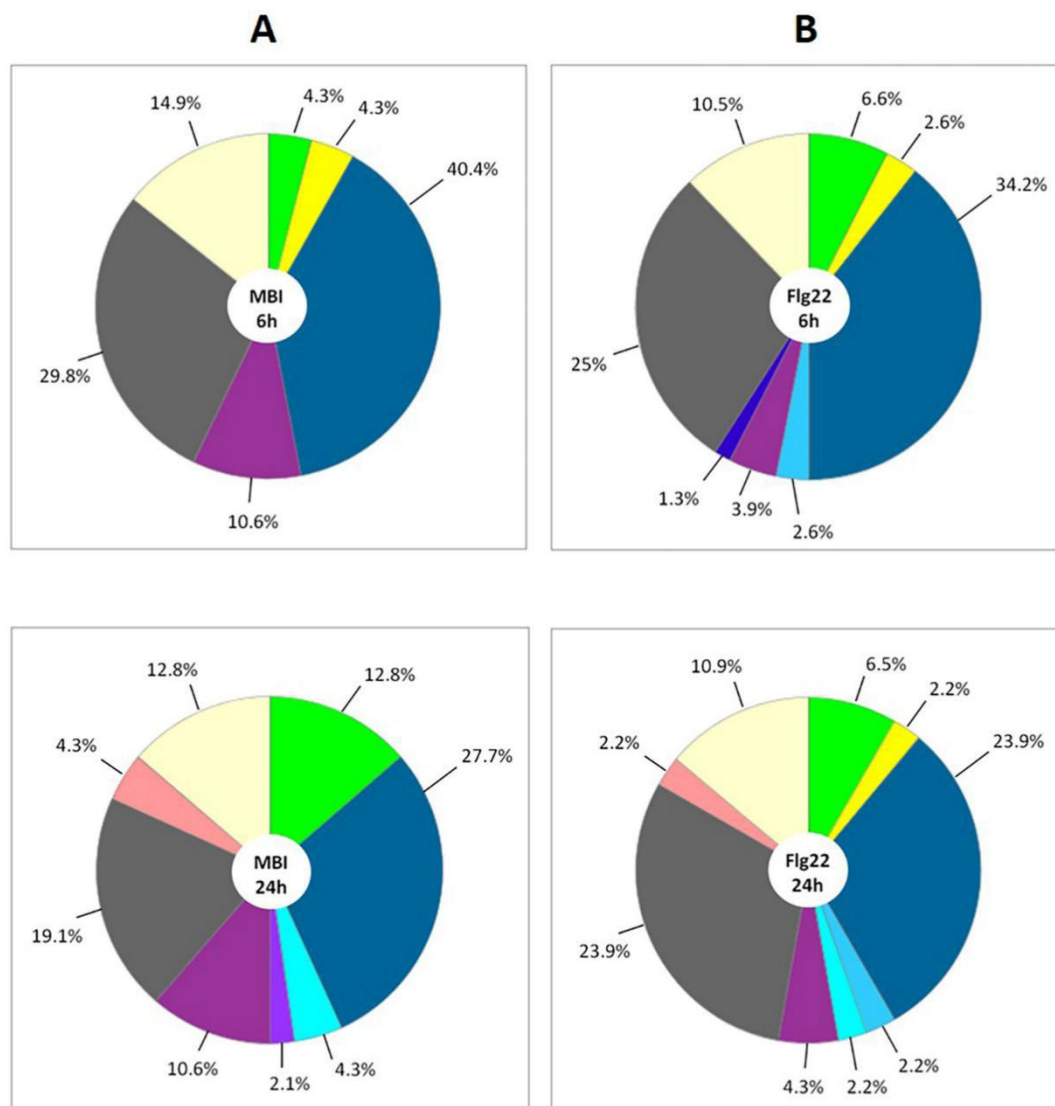

- [biological regulation \(GO:0065007\)](#)
- [cellular component organization or biogenesis \(GO:0071840\)](#)
- [cellular process \(GO:0009987\)](#)
- [developmental process \(GO:0032502\)](#)
- [localization \(GO:0051179\)](#)
- [locomotion \(GO:0040011\)](#)
- [metabolic process \(GO:0008152\)](#)
- [response to stimulus \(GO:0050896\)](#)
- [multicellular organismal process \(GO:0032501\)](#)
- [growth \(GO:0040007\)](#)
- [immune system process \(GO:0002376\)](#)

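The pie charts group the genes that responded to each treatment at each time by the biological process that Pantherdb, a classification of gene products by function, assigns to them. The legend does not state what each slice is a share of. A gene without an annotation would add to no slice. If a gene with several processes adds to several slices, a slice is a share of assignments and not of genes. The arrays name their probes by sequence. Of the 43603 probes, 4916 carried a RefSeq accession and 4884 of these were matched to 2232 genes of the gene table. The functional classes of the charts were not analysed here.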

**Supplementary Figure S2.** Pie charts showing summarized Pantherdb analysis of the selected gene sets responding to either MBI600 CFCF or flg22 treatment. **A.** Biological process GO terms for *B. amyloliquefaciens* MBI600 CFCF at 6 and 24 hpa; **B.** Biological process GO term for flg22 at 6 and 24 hpa.

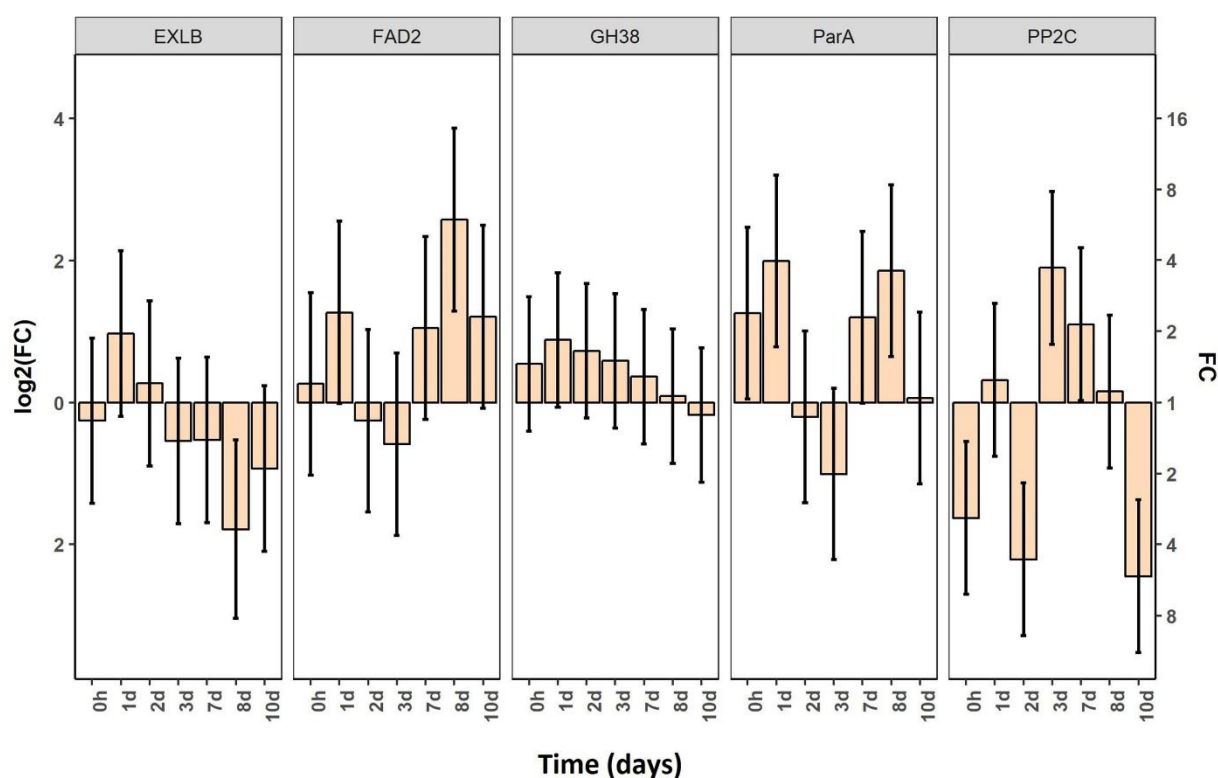

**Supplementary Figure S3.** Expression levels of novel genes in response to suggested dosage Serifel foliar application. Total RNA was extracted from leaf samples collected at 0, 1, 2, 3, 7, 8 and 10 dpa and used to perform RT-qPCR analysis using specific primers for the following genes Table S1.: 1. *exlb1*, expansin-like B1; 2. *fad2l*, delta12.-fatty-acid desaturase-like; 3. *gh3.8*, IAA-amido synthetase; 4. *parA*, glutathione S-transferase and 5. *pp2c*, protein phosphatase 2C. Fold change (FC) represents the relative difference in expression between each treatment and control (water). *UBI3* was used as a reference gene. Bars indicate the 95% confidence interval (2\*SE). Estimates whose confidence interval includes the baseline value 0 (1 in fold-change scale) are not significant from control at  $\alpha=5\%$ .

**Supplementary Table S1.** List of primers used in this study

**Figure 3-comparisons of all treatments against control (water)**

**Supplementary Table S2.** Contrasts and significance levels of treatments in gene expression analysis of the selected defense-related genes. Comparisons in boldface are discussed in main text.

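Supplementary Table S2 gives contrasts of expression measured by RT-qPCR, a different assay from the arrays, as estimates on the log2 scale for each gene, treatment and time against the negative control. The 13 genes of the table that were matched to array probes, *lapA* being represented by LAPA1, were set beside the array fold changes at 6 and 24 h of both treatments. The sign was the same for 6 of 13 genes with MBI600 CFCF at 6 h, 9 of 13 at 24 h, 12 of 13 with flg22 at 6 h and 12 of 13 at 24 h. Across these genes, which are not independent replicates, Pearson's r was 0.16, 0.32, 0.43 and 0.59 in that order, and Spearman's rho was 0.06, 0.29, 0.76 and 0.49. The signs were the same in 16 of 20 comparisons for the selected genes and in 23 of 32 for the markers, with 4, 3, 5 and 4 of 5 selected genes and 2, 6, 7 and 8 of 8 markers in the 4 comparisons. Small changes of either sign enter these counts, and no test was made of them.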

How the deposited data were processed for this re-analysis (not part of the article)

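RNA from tomato seedlings treated with MBI600 CFCF, flg22 or control medium and collected at 6 and 24 h was measured on 12 Agilent tomato arrays, with 2 arrays for each of 6 groups. Every sample's group was taken from its label and from the methods, and its slide from the identifier of the array. The replicates carry a number that is shared between groups, and no source used here pairs them.

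For each array, the scanner software's output was used. It holds an intensity for each spot, as the median brightness of the spot and of its local background in the green (Cy3) and red (Cy5) channels, without normalization. It also holds an intensity processed by the scanner software, with the background subtracted and the dyes normalized within the array, and flags per spot. The table deposited by the authors holds log2 values of the green median intensity after normexp background correction (offset 50) and quantile normalization. It was computed again from the scans and differed by at most 5e-09. The mean intensity of the spots, which had been chosen as the signal, is not among the columns used here, and the median intensity took its place. The choice between mean and median was therefore not an alternative.

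Green median intensities were corrected with normexp at an offset of 50 on the local background median and normalized between arrays by the quantile method in limma 3.58.1 under R 4.3.3. Spots marked as outliers in the green channel, 1 to 5 per array, were set to missing, which left 5 probe values missing. Control spots were left out, and the 43803 other spots were averaged to 43603 probes. A linear model with a mean per group was fitted with all 12 arrays, followed by limma's empirical Bayes test, and p was adjusted by the Benjamini-Hochberg method over all probes of a comparison. Each treatment was compared with the control at 6 and 24 h, both treatments were compared directly, and the difference between the effects at both times was tested as an interaction. A probe was called at an adjusted p under 0.1 with an absolute log2 fold change of at least 2. The adjusted p of every gene or probe is from this test. Shares of called probes carry exact 95% confidence intervals, which cover counting error only. No group has enough arrays for a test by permutation of its labels.

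The genes named were fixed as every gene of Table S1 and the reference gene UBI3 that could be matched to a probe, and the 3 called probes with the largest rise and fall per comparison among those whose treated arrays both lay on the same side of both control arrays. At most 2 identifiers per direction are printed. The RT-qPCR values of the genes in Table S2 had been seen when this rule was written. Names were matched through the RefSeq gene table of the SLM_r2.1 assembly, which was used for names only, since no genome was used. It matched 4884 of 43603 probes to 2232 of its 41476 genes. Of the 16 selected genes, 11 were not matched, among them a polyphenol oxidase name that 3 genes carry. The set of selected genes was tested with fry and camera of limma on 27 probes. Tests of gene families by their descriptions were not run, since the tables used here hold no descriptions.

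Between 69.8% and 81.7% of the spots that are not controls were well above background on each array, the median green signal was from 72 to 185 and the median red signal from 56 to 189. The steps were tested on simulated data of the same size, with the group sizes used here. At a true log2 fold change of 3 or 5 in size, 98.5% to 100% of the changed probes were called, and at 1.5, 0% to 2.99%. Unchanged probes were called 0, 3, 2 and 0 times in the 4 comparisons with the control. The simulated noise was independent, with the same spread in every group and no slide effect. The real spread differed between groups (SD 0.22 to 0.49). PR1b1 at 24 h of MBI600 CFCF (4.58) and TD2 at 6 h of flg22 (5.72) were not called by the probe used. A lack of calls therefore does not rule out changes of 3 or more.

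The comparisons, the thresholds and the alternatives were set before the data were examined, apart from the alternatives named as added. The alternatives were the scanner's processed signal scaled to the 75th percentile of each array, no background subtraction, a normexp offset of 16, the 75th percentile in place of quantile normalization, outlier spots kept, only probes well above background, the log2 ratio of green to red after loess and Aquantile normalization (dual channel), the deposited values, the replicate number or the slide as a term, a fit of only the groups compared, a trended and robust empirical Bayes step, a single probe per gene name, each array left out in turn, and other thresholds. Those added after seeing the data were either threshold alone sufficing, an unadjusted p under 0.05 with a log2 fold change of at least 2 or 1, the 100 probes with the smallest p, and separate control arrays for both treatments.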

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

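The tests of the red channel, of signal near background, and within a slide on probes chosen on other slides were picked after the results of this part had been seen, whereas the fits of the green to red ratio, with the slide as a term and with arrays left out were not.

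Outside the genes of Table S1 that were matched to probes, 78 probes were called for flg22 at 6 h, 72 of them higher than the control, with a median log2 fold change of 3.22 in the direction of the call. The paper does not report on them one by one. A probe of a gene that carries a polyphenol oxidase name is among them, and other genes of Table S1 that were not matched may be as well. Signal near background does not account for the larger part of them, since 63 of the 78 were well above background on all 4 arrays compared, with a median of 3.32. For the other 15 (median 2.49) it stays open. An effect of each array on both colours was tested in the red channel, where the same probes differed by a median of 0.10 in the direction of the call. Slide 3 holds an array of each group, but its arrays also served for the calls. A slide effect was therefore tested with 78 probes chosen for their difference between the arrays of slides 1 and 2, of which 50 were among the called ones. Within slide 3 these had a median of 3.07, with 78 of 78 in the direction of the choice, where a slide effect predicts about 0. With the slide as a term 35 were called (median 3.06), and 58 from the ratio (median 3.15). The call of any single probe rests on few arrays, since the count of all called probes at 6 h of flg22 was 14 without control replicate 1, 19 without flg22 replicate 1 and 52 without control replicate 2. The technical explanations tested thus leave the larger part of these differences in place, and a response to flg22 is a candidate explanation, found and tested on the same arrays. A difference in medium stays open too, since the methods describe LB for the control and not for flg22.

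MBI600 CFCF and flg22 differed directly in 46 probes at 6 h, 43 of them lower with MBI600 CFCF, with a median difference of 2.60 in size. In the red channel the median was 0.0693 in the direction of the call, which goes against an effect of each array on both colours. The 46 probes with the largest difference between the arrays of slides 1 and 2, of which 13 were among the called ones, had a median of 1.80 within slide 3, with 46 of 46 in the direction of the choice, so a slide effect is not the whole cause of such differences. Which single calls depend on the slide stays open, since 14 of the 46 were called with the slide as a term. The count was 16 in that fit, 32 from the ratio, 12 without flg22 replicate 1 and 7 without MBI600 CFCF replicate 1. A weaker response of these probes to MBI600 CFCF at the dose used may explain the difference, as a hypothesis. Dose and treatment cannot be separated in this design. Nor can the medium, since the methods describe no LB with flg22, whereas MBI600 CFCF is a culture filtrate. At 24 h, 3 probes were called, which were named after their values had been seen. A_96_P083829 (4.16) and A_96_P128967 (2.17) were higher and A_96_P119457 (-2.19) was lower with MBI600 CFCF. None of the 3 was called from the ratio or with the slide as a term, where the counts were 0 (1252 and 5344 probes at an unadjusted p under 0.05 in limma). The count was also 0 without MBI600 CFCF replicate 1, 1 without flg22 replicate 2 and 6 without MBI600 CFCF replicate 2.

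The effect of flg22 differed between 24 and 6 h in 1 probe, A_96_P248982, by -2.26 (standard error 0.18, adjusted p = 0.0548 from limma's interaction test). This probe was singled out after its values had been seen. Its log2 fold change was 2.39 at 6 h (adjusted p = 0.00235) and 0.13 at 24 h (adjusted p = 0.972). At 6 h the lower flg22 array had a log2 signal of 8.11 and the higher control array 5.95. The control signal was thus low, below the median of 7.12 on those arrays, and signal near background was not tested for this probe. The interaction was -2.24 with the slide as a term (adjusted p = 0.183) and -1.77 from the ratio (adjusted p = 1), where it was not called. An effect of each array on both colours predicts a value near 0 in the ratio, and -1.77 with a standard error of 0.45 goes against that as the whole cause. Chance among all the probes tested stays open, since the call held in neither fit. No further explanation was tested.

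MBI600 CFCF at 24 h raised 2 probes outside Table S1 and flg22 at 24 h 1, A_96_P085004. For the 2 probes the median red difference in the direction of the call was 0.19, which goes against an effect of each array on both colours as the whole cause. A slide effect as the whole cause predicts about 0 within a slide and with the slide as a term. Within slide 1, which holds both groups, A_96_P083829 differed by 4.20 and A_96_P128967 by 2.70. With the slide as a term they differed by 3.98 and 2.65. These values go against a slide effect as the whole cause for the 2 probes. Still, 0 of the 2 were called with the slide as a term, and the arrays of slide 1 also served for the calls. For A_96_P085004 the red difference was 0.37. Its fold change was 3.08 with the slide as a term, where it was called, and the control and flg22 arrays at 24 h lay on the same slides. Neither the slide nor an effect of each array on both colours therefore accounts for it, and a response to flg22 is a candidate explanation. The LB described for the control and not for flg22 is another that was not tested. The 2 probes of MBI600 CFCF were not called from the ratio either, and the count was 0 without either control array or without treated replicate 1, and 5 without treated replicate 2. The call of A_96_P085004 held in both of those fits, but the count of flg22 at 24 h was 0 without either control array, 5 without flg22 replicate 1 and 2 without flg22 replicate 2. Without any of the 4 arrays, A_96_P085004 itself was not called.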

How the results depend on the processing

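Alternatives marked below as added were chosen after seeing the data. Counts are given in the order MBI600 CFCF at 6 h, at 24 h, flg22 at 6 h, at 24 h, MBI600 CFCF against flg22 at 6 h and at 24 h, where they were 0, 2, 83, 1, 46 and 3. Where no cause is named, the cause was not tested. Keeping the outlier spots and using the deposited values left the counts within 1.5 times of these, and for MBI600 CFCF at 6 h the count moved only under the trended, robust step, at the fold change alone, without MBI600 CFCF replicate 1 and under the added thresholds. No share exists for that comparison, since no probe was called.

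The counts were 0, 2, 169, 45, 105 and 1 from the scanner's processed signal, 0, 1, 53, 1, 20 and 1 without background subtraction, 0, 3, 156, 25, 101 and 3 at an offset of 16, and 0, 1, 101, 0, 60 and 1 with the 75th percentile in place of quantile normalization. From the ratio of green to red they were 0, 0, 78, 6, 32 and 0, with 61 of the 78 among the 83. With only probes well above background, flg22 gave 115 and 6. With a single probe per gene name, flg22 at 24 h gave 4. With the slide as a term they were 0, 0, 40, 3, 16 and 0. With only the groups compared in the fit, all were 0, where fewer arrays estimate the spread. With the trended, robust step they were 1, 10, 131, 23, 101 and 3, and all 83 were called again. The share higher than the control at 6 h of flg22 was 92.8%. It was lower from the processed signal (89.9%) and with a single probe per gene name (92.3%). It was higher without background subtraction (98.1%), from the ratio (97.4%) and with the slide as a term (100%).

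With the replicate number as a fixed term (replicate block), the counts were 0, 0, 66, 3, 27 and 1. The 2 probes called for MBI600 CFCF at 24 h and LAPA1 at 6 h of flg22 were not called in this fit. No source used here pairs the samples by this number, and they were not taken as pairs. The deviations of same-numbered arrays correlated with r of 0.47, 0.37 and 0.245 between the 3 groups at 6 h, the first of these between the control and MBI600 CFCF, whose arrays lay on the same slides, and with r from -0.54 to 0.68 between all groups.

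At an adjusted p under 0.1 alone the counts were 0, 2, 175, 4, 108 and 4. At the fold change alone they were 25, 28, 144, 90, 132 and 48, at an adjusted p under 0.05 with a fold change of 2 they were 0, 0, 51, 0, 20 and 1, and at an adjusted p under 0.1 with a fold change of 1 they were 0, 2, 152, 4, 95 and 4. Of the added thresholds, either criterion sufficing gave 25, 28, 236, 93, 194 and 49, an unadjusted p under 0.05 with a fold change of 2 gave 23, 27, 144, 88, 126 and 41, and with a fold change of 1 it gave 165, 276, 603, 604, 608 and 248.

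With each array left out in turn, the ranges were 0 to 1 for MBI600 CFCF at 6 h (1 without MBI600 CFCF replicate 1), 0 to 5 at 24 h (0 without control replicate 1 or 2 or MBI600 CFCF replicate 1, 5 without MBI600 CFCF replicate 2), 14 to 109 for flg22 at 6 h (14 without control replicate 1, 19 without flg22 replicate 1, 52 without control replicate 2) and 0 to 5 at 24 h (0 without control replicate 1 or 2, 2 without flg22 replicate 2, 5 without flg22 replicate 1). Between both treatments they were 7 to 61 at 6 h (7 without MBI600 CFCF replicate 1, 12 without flg22 replicate 1) and 0 to 6 at 24 h (0 without MBI600 CFCF replicate 1, 1 without flg22 replicate 2, 6 without MBI600 CFCF replicate 2). The share at 6 h of flg22 was 100% in each.

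The correlation of the fold changes of both treatments across probes was 0.44 at 6 h and 0.65 at 24 h. With the slide as a term it was 0.60 at 6 h and 0.43 at 24 h. With arrays left out it ranged from 0.20 (without MBI600 CFCF replicate 2) to 0.67 (without control replicate 1) at 6 h, with 0.61 without control replicate 2, and from 0.17 (without flg22 replicate 1) to 0.79 at 24 h. With separate control arrays, an added alternative, it was -0.0209 at 6 h, reversed, and 0.39 at 24 h.

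The mean log2 fold change of the set of selected genes kept its sign in every alternative. Its unadjusted fry p for MBI600 CFCF at 6 h (mean 1.01) no longer passed 0.05 without background subtraction (0.93), with the 75th percentile (0.85), from the ratio (0.93), with the slide as a term (1.01), or without control replicate 1 (0.80), control replicate 2 (1.22) or MBI600 CFCF replicate 2 (0.59). The range with arrays left out was 0.59 to 1.43. It came under 0.05 for MBI600 CFCF at 24 h with a single probe per name (1.10, against 0.48), and for flg22 at 24 h (1.09) from the processed signal (1.75), at an offset of 16 (1.30) and with a single probe per name (1.74). With arrays left out the mean at 24 h was 0.36 to 0.60 for MBI600 CFCF and 1.03 to 1.15 for flg22, and at 6 h of flg22 1.56 to 2.52. The count of named genes with an interaction was 0 in every alternative.

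Of the values of the named genes under the alternatives, those within single slides left aside, 981 kept their direction and their side of the threshold, 24 changed sign without having been called, 9 gained a call and 6 lost it. Of those of the called probes named, 92 kept their call and 59 lost it. Between single arrays of a slide no test is possible, so no call is either. PTI5 at 24 h of flg22 was called from the processed signal (3.64). Scaling moved the median of all probes by over 0.1 from the processed signal (0.14, -0.11 and 0.14 for MBI600 CFCF at 24 h, flg22 at 6 h and the direct comparison at 24 h) and from the 75th percentile (-0.32, 0.46, 0.20, -0.25 and 0.30 for MBI600 CFCF at 6 h, at 24 h, flg22 at 24 h and the direct comparisons). Of the spots that are not controls, up to 81.7% were well above background, and for the rest low signals limit what a fold change can show.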

Differences from the paper's values

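Of the alternatives in this part, those named as added were chosen after seeing the values. The paper states that each sample gave at least 100 differentially expressed genes, where MBI600 CFCF gave 0 called probes at 6 h and 2 at 24 h, and flg22 gave 1 at 24 h. The paper's number is a minimum for genes, and the counts here are of probes. The paper's results name p-values as the basis of selection, and its methods join the thresholds by "or", whereas both were required here. With either threshold sufficing, which is the literal reading of the methods but an added alternative, MBI600 CFCF gave 25 at 6 h and 28 at 24 h. For flg22 that rule gave 236 at 6 h and 93 at 24 h. For MBI600 CFCF at both times, the count differed from the paper's under every alternative set before the data were examined, with 0 to 25 at 6 h and 0 to 28 at 24 h, the highest at the fold change alone. For flg22 at 24 h it differed under all of them except the fold change alone, which gave 90. Under an added alternative, chosen after seeing the values, an unadjusted p under 0.05 with a fold change of 1 gave 165 and 276 for MBI600 CFCF and 604 for flg22 at 24 h. An unadjusted p under 0.05 with no threshold on the fold change was passed by 1104, 2699 and 2652 probes in these 3 comparisons. The paper's text does not list the called genes, so how many of them either rule drops was not determined. For flg22 at 6 h the count of 83 did not differ by 1.5 times from the paper's minimum. It was above 100 from the processed signal (169), at an offset of 16 (156), with the 75th percentile (101), with only probes well above background (115), with the trended, robust step (131), at the adjusted p alone (175), at the fold change alone (144), at a fold change of 1 (152) and without flg22 replicate 2 (109). Among the alternatives that put it more than 1.5 times below 100 were only the 2 groups compared (0), the slide as a term (40), an adjusted p under 0.05 (51), no background subtraction (53) and a single probe per gene name (65). It was also 14 without control replicate 1, 19 without flg22 replicate 1 and 52 without control replicate 2.

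Of the called genes, the paper's share of up-regulated ones at 24 h of MBI600 CFCF is 57%, against 100% of 2 probes here. The share differed from the paper's under every alternative set before the data were examined that called a probe, with a lowest value of 89.3% at the fold change alone, which is itself a difference from the paper's 57%. The count behind it was 0 without either control array or without MBI600 CFCF replicate 1, and 5 without MBI600 CFCF replicate 2. At 24 h of flg22 the paper's share is 65%, against 100% of 1 probe here (5 probes without flg22 replicate 1, 2 without flg22 replicate 2, 0 without either control array). Alternatives set before the data were examined that did not differ from it were the processed signal (77.8%), an offset of 16 (68.0%), only probes well above background (83.3%), the trended, robust step (73.9%), a single probe per gene name (75%), flg22 replicate 2 left out (50%), the adjusted p alone (75%), the fold change alone (87.8%) and a fold change of 1 (75%). The others that called a probe gave 100% and differed. Under the added alternative of an unadjusted p under 0.05 with a fold change of 1, chosen after seeing the values, the shares were 55.1% for MBI600 CFCF at 24 h and 69.4% for flg22 at 24 h. Among the 100 probes with the smallest p, also added, they were 45% and 52%.

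The paper states that all 16 selected genes were higher than the control with both treatments at 6 and 24 h and refers to the arrays as showing the same. Of the 6 genes matched to probes, 5, 5, 6 and 5 were higher in the 4 comparisons by the probe used, and of all their 27 probes 24, 25, 22 and 20. By the probe used, CEVI19 was lower at 24 h of MBI600 CFCF (-0.40) and of flg22 (-0.45) and higher at 6 h of both (0.38 and 0.37), and LAPA2 was -0.07 at 6 h of MBI600 CFCF (0.02 with the deposited values, 0.10 without MBI600 CFCF replicate 2 and 0.16 within slide 2). At 6 h of flg22 LAPA2 was 0.04, and -0.04 with the slide as a term, -0.02 without control replicate 1 and -0.05 within slide 3. Of all probes of these genes, 4 of 5 for CEVI19 were higher at 24 h of MBI600 CFCF, 1 of 5 at 24 h of flg22, and 4 of 6 for LAPA2 were higher at 6 h of MBI600 CFCF. The probes used for ACO1, LAPA1, P69B and TD2 were higher in all 4 comparisons, with TD2 at -0.04 with the slide as a term at 24 h of MBI600 CFCF and P69B at -0.39 without flg22 replicate 2 and -0.71 within slide 1 at 24 h of flg22.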

Other observations

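The tests of slide assignments, of the red channel, of independent pairs and of the correlation with separate control arrays, and the simulations, were chosen after the results of this part had been seen, whereas the fits of the ratio, with the slide as a term and with arrays left out, and the test of the probes raised by flg22 with separate control arrays, were not.

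Replicate arrays of a group differed in ways that other groups shared. Across 16216 probes with a mean log2 signal above 8, the slide explained 54.9% of the variance within groups in the green channel, and 30 of 960 other assignments of the arrays to slides (3.12%) explained as much (median 32.9%). In the red channel it was 78.2%, reached by 12 of 960 (1.25%). The replicate difference of the green channel also correlated with that of the red channel across probes, with a median r of 0.55 over the 6 groups (0.20 to 0.69), probes not being independent replicates. Both are consistent with an effect of the slide and of each array on both colours. Which of them is larger was not tested, and no biological explanation was tested.

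Few probes were called for MBI600 CFCF. Removing what both colours share, by fitting the ratio of green to red, called 0 at 6 h (1323 probes at an unadjusted p under 0.05 in limma) and 0 at 24 h (3572). The green channel alone also called 0 at 6 h (1104), so taking the ratio did not raise the count. The ratio lowered the SD per array at 6 h only from 0.46 to 0.37 (control) and from 0.43 to 0.36 (MBI600 CFCF). Whether an effect of each array on both colours kept the count at 6 h low therefore stays open. Without MBI600 CFCF replicate 1 the green channel called 1 at 6 h. At 24 h, where it called 2, the count was 0 without either control array or without MBI600 CFCF replicate 1, and 5 without MBI600 CFCF replicate 2. When the fold changes of 2 independent pairs of arrays were compared across probes, r for MBI600 CFCF at 6 h was 0.29 with the replicate numbers matched and -0.27 with them crossed, and at 24 h 0.43 and 0.56. For flg22 it was 0.40 and 0.05 at 6 h and 0.53 and -0.15 at 24 h. The control and MBI600 CFCF at 6 h, and the control and flg22 at 24 h, held the same replicate number on the same slide, so crossed pairs there carry the slide difference with opposite sign, and these are the comparisons with r below 0. A weak or variable response to MBI600 CFCF at 6 h could give such values, and so could the slides and the spread between arrays.

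The fold changes of MBI600 CFCF and flg22 against the same control arrays correlated with r of 0.44 at 6 h and 0.65 at 24 h. With no treatment effect, shared control arrays alone gave a median of 0.50 in 100 simulations with an equal spread in all groups. With the spread of each group they gave 0.61 at 6 h and 0.42 at 24 h, and with a slide term added, set from groups on the same slides (0.47 of the variance), 0.52 and 0.21. The simulations thus depend on how the arrays are taken to vary. With separate control arrays r was -0.0209 at 6 h, and for single arrays it ranged from -0.56 to 0.25, with 5 of 8 choices above 0. At 24 h it was 0.39 with separate controls, with a range over single arrays from -0.32 to 0.60 and 6 of 8 above 0. The slides enter this test, however. In 5 of the 8 choices at each time, at least 1 fold change compared a treated array and a control on the same slide. In these choices the controls are separate, and a slide difference enters at most 1 of the fold changes. There r was from 0.413 to 0.53 at 24 h, above 0 in 5 of 5, which goes against shared controls as the whole cause. In the red channel r was also above 0 in each of the same choices, from 0.0736 to 0.511. A correlation thus also arose in the channel used for checks. From the ratio of green to red, which removes what both colours share, r was from 0.41 to 0.505. The ratio values go against an effect of each array on both colours as the whole cause. A response that both treatments share is a candidate explanation at 24 h, and a plant response to handling was not tested. These choices reuse 6 arrays and are not independent of each other. At 6 h the same kind of choices gave -0.0349 to 0.25 in the green channel, with 4 of 5 above 0. From the ratio they gave 0.0629 to 0.255, with 5 of 5 above 0. In the green channel the sign depended on the choice, and the ratio values were low. Shared controls and a common response were therefore not told apart at 6 h. With the slide as a term in the fit, where the controls are still shared, r was 0.60 at 6 h and 0.43 at 24 h. Without flg22 replicate 1 the correlation at 24 h was 0.17, and without MBI600 CFCF replicate 2 that at 6 h was 0.20.

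Among the 77 probes called higher with flg22 at 6 h, 69 were above the control with MBI600 CFCF at 6 h, with a median log2 fold change of 0.77 against 3.54 with flg22. Of them, 27 passed 1 and 10 passed 2, and 36 were called lower with MBI600 CFCF than with flg22. Shared control arrays would raise both. With the 77 most raised probes chosen against control replicate 1 and measured against control replicate 2, the median with MBI600 CFCF was 0.771 with 61 of 77 above 0, and the other way it was 0.82 with 65 of 77. The medians of all probes were 0.00 and -0.01. The shared control arrays therefore do not account for the rise of these probes with MBI600 CFCF. A response that both treatments share is a candidate explanation. Whether it was smaller with MBI600 CFCF cannot be read from these probes, since they were chosen for a high value with flg22. A plant response to handling that varies between seedlings remains open and was not tested. At 24 h of flg22, 71 of the 77 were above the control, with a median of 1.27. The number called at 6 h of flg22 was 14 without control replicate 1, 19 without flg22 replicate 1 and 52 without control replicate 2.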
